# Empagliflozin maintains capillarization and improves cardiac function in a murine model of left ventricular pressure overload

**DOI:** 10.1038/s41598-021-97787-2

**Published:** 2021-09-15

**Authors:** Masaaki Nakao, Ippei Shimizu, Goro Katsuumi, Yohko Yoshida, Masayoshi Suda, Yuka Hayashi, Ryutaro Ikegami, Yung Ting Hsiao, Shujiro Okuda, Tomoyoshi Soga, Tohru Minamino

**Keywords:** Heart failure, Cardiac hypertrophy

## Abstract

Patients with type 2 diabetes treated with Sodium glucose transporter 2 (SGLT2) inhibitors show reduced mortality and hospitalization for heart failure (HF). SGLT2 inhibitors are considered to activate multiple cardioprotective pathways; however, underlying mechanisms are not fully described. This study aimed to elucidate the underlying mechanisms of the beneficial effects of SGLT2 inhibitors on the failing heart. We generated a left ventricular (LV) pressure overload model in C57BL/6NCrSlc mice by transverse aortic constriction (TAC) and examined the effects of empagliflozin (EMPA) in this model. We conducted metabolome and transcriptome analyses and histological and physiological examinations. EMPA administration ameliorated pressure overload-induced systolic dysfunction. Metabolomic studies showed that EMPA increased citrulline levels in cardiac tissue and reduced levels of arginine, indicating enhanced metabolism from arginine to citrulline and nitric oxide (NO). Transcriptome suggested possible involvement of the insulin/AKT pathway that could activate NO production through phosphorylation of endothelial NO synthase (eNOS). Histological examination of the mice showed capillary rarefaction and endothelial apoptosis after TAC, both of which were significantly improved by EMPA treatment. This improvement was associated with enhanced expression phospho-eNOS and NO production in cardiac endothelial cells. NOS inhibition attenuated these cardioprotective effects of EMPA. The in vitro studies showed that catecholamine-induced endothelial apoptosis was inhibited by NO, arginine, or AKT activator. EMPA activates the AKT/eNOS/NO pathway, which helps to suppress endothelial apoptosis, maintain capillarization and improve systolic dysfunction during LV pressure overload.

## Introduction

The outcome of the Empagliflozin Cardiovascular Outcome Event Trial in Type 2 Diabetes Mellitus Patients (EMPA-REG) clearly showed that SGLT2 inhibitors suppress pathologies in heart failure^1^. In the EMPA-REG, diabetic patients receiving empagliflozin (EMPA) showed lower risk for composite cardiovascular outcome and death from any cause than patients receiving standard diabetes care^1^. These findings were confirmed by the Canagliflozin Cardiovascular Assessment Study (CANVAS)^2^ and Dapagliflozin Effect on Cardiovascular Events-Thrombolysis in Myocardial Infarction 58 (DECLARE-TIMI 58) trial^3^, both of which studied different types of SGLT2 inhibitors. More recently, the Dapagliflozin and Prevention of Adverse Outcomes in Heart Failure (DAPA-HF) trial and the Empagliflozin Outcome Trial in Patients with Chronic Heart Failure and a Reduced Ejection Fraction (EMPEROR-Reduced) showed that treatment with SGLT2 inhibitors significantly reduced the risk of worsening heart failure or death from cardiovascular causes, regardless of the presence or absence of type 2 diabetes^4,5^. Nowadays, the cardioprotective effects of SGLT2 inhibitors are well recognized as a “class effect.” The biological effects of these diabetic drugs are considered to be mediated by several mechanisms, including hemodynamic effects, ketone production, inhibition of sodium-hydrogen exchange in myocardial cells, and reduced adrenergic tone; however, the underlying mechanisms are not fully understood^6,7^. Vascular endothelial growth factor-A (VEGF-A), one of the main angiogenic factors, was previously reported to be reduced in a murine left ventricular (LV) pressure overload model^8^. The lower levels of VEGF-A led to capillary rarefaction and tissue hypoxia in the failing heart and caused the progression of systolic dysfunction^8,9^. Here, we show that in hearts subjected to LV pressure overload EMPA maintains capillarization by activating the AKT/eNOS/NO pathway in endothelial cells (ECs), which helps to suppress endothelial apoptosis and enhance cardiac systolic function.

## Results

### EMPA ameliorates systolic dysfunction in murine LV pressure overload model

In the LV pressure overload model, systolic function was reduced and cardiac dilatation was present 4 weeks after TAC. Administration of EMPA (TAC + EMPA) ameliorated these phenotypes (Fig. 1A,B). Body and heart weight were similar between the TAC + Control and TAC + EMPA groups (Fig. 1C and Supplemental Fig. S1A). Staining with HE showed no marked difference in the cardiac sections between these groups (Supplemental Fig. S1B), and the cross-sectional area of the cardiomyocytes was similar between the TAC + Control and TAC + EMPA groups (Fig. 1D). Both systolic and diastolic blood pressure were comparable between the Control and EMPA groups (Fig. 1E). End diastolic pressure of the left ventricle tended to be lower in the TAC + EMPA group than in the TAC + Control group, but this difference was not statistically significant (Fig. 1F). In both the Sham + EMPA and the TAC + EMPA groups, the volume of urine was higher than in the respective control group and the concentration of renal sodium was lower (Supplemental Fig. S1C). Fractional excretion of sodium (FENa), plasma creatinine, and creatinine clearance (CCr) were similar among the groups (Supplemental Fig. S1C,D). The fibrotic area was significantly lower in the TAC + EMPA group than in the TAC + Control group (Fig. 1G).

**Figure 1:**
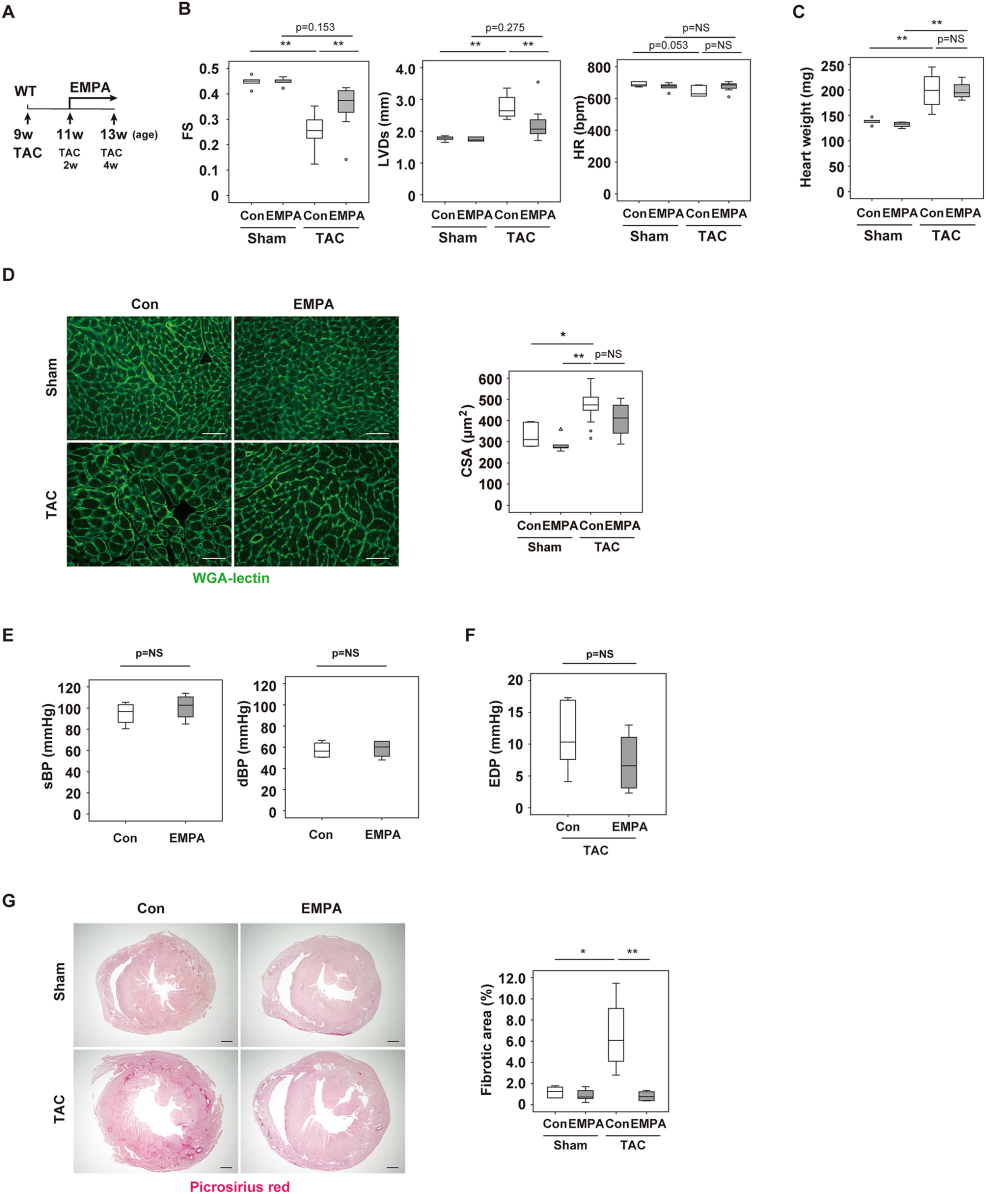
Characterization of heart with empagliflozin administration. (**A**) Protocol of empagliflozin(EMPA) administration. At 9 weeks of age, mice were subjected to TAC operation. Two weeks after TAC, some mice were subjected to EMPA administration for totally 2 weeks and euthanized at 13 weeks of age (4 weeks after TAC operation). (**B**) Echocardiographic data analyzing fractional shortening (FS), left ventricular systolic dimension (LVDs) or heart rate (HR) of mice subjected to TAC or Sham operation with or without (Con) administration of empagliflozin (EMPA) (n = 5, 5, 8, 7). For this study, 1 outlier (in the TAC + EMPA group) was excluded by boxplot (SPSS) for further statistical analysis (n = 5, 5, 8, 6 were analyzed) (only for FS and LVDs studies). (**C**) Heart weight of indicated mice (n = 5, 5, 4, 4). For this study, 2 outliers (in the Sham + Con group) were excluded by boxplot (SPSS) for further statistical analysis (n = 3, 5, 4, 4 were analyzed). (**D**) Wheat germ agglutinin (WGA) staining of left ventricle (LV) in indicated mice. Scale bar = 50 μm. Right panel indicates cross sectional area (CSA) of cardiomyocytes of indicated group (n = 6, 5, 13, 5). (**E**) Systolic (sBP; n = 4, 4) or diastolic (dBP; n = 4, 4) blood pressure of indicated mice. (**F**) Left ventricle end diastolic pressure (EDP) of indicated mice (n = 6, 6). (**G**) Picrosirius red staining of LV in indicated mice. Scale bar = 500 μm. Data were analyzed by a 2-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test (**B**–**D**), by a 2-tailed Student’s *t* test (**E**,**F**), or by non-parametric Kruskal Wallis test (**G**). *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM. NS = not significant. Small circle indicates outlier; triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

### EMPA increases citrulline levels in cardiac tissues and plasma, but this increase does not mediate cardioprotective effects

SGLT2 inhibitors are thought to mediate their beneficial biological effects partly through favorable metabolic remodeling. We therefore conducted metabolomic studies in plasma and cardiac tissues of our heart failure model and found that hydroxybutyrates were increased in heart and plasma in the EMPA group (Fig. 2A,B), which is consistent with the previous studies^10–12^. Quantitative polymerase chain reaction (PCR) studies showed similar expression of inflammatory molecules, including *Adgre1* (Emr1), *Itgax* (CD11c), *Ptprc* (CD45), *Ccl2*, and *Tnf*, between the groups (Fig. 2C). Transcripts for mitochondria-related molecules, including *Ppargc1a*, *Mtnd5*, *Atp5f1a*, and *Ndufa1* (Fig. 2D), and mitochondrial dynamics, such as *Mfn1*, *Mfn2*, *Opa1*, *Dnm1l*, and *Fis1*, were similar between the groups (Fig. 2E). Electron microscopic findings showed that TAC led to an increase in autolysosomes in the left ventricle and that this increase was attenuated by EMPA administration (Fig. 2F). Hydroxyproline was reduced in both heart and plasma of the TAC + EMPA group compared with the TAC group (Supplemental Fig. S2A). We also found that some other metabolites were reduced or increased in the sham- or TAC-operated mice administered EMPA (Supplemental Fig. S2B,C). Citrulline was increased in both heart and plasma of mice administered EMPA (Supplemental Fig. S3A-C). Therefore, we decided to study this metabolite further because it can fuel the TCA cycle via the production of fumarate^10^ and activate metabolism in cardiomyocytes. In line with this concept, we found that administration of citrulline increased oxygen consumption in differentiated myocytes (Supplemental Fig. S3D), which led us to test the effect of this metabolite in our TAC model. Administration of citrulline did not ameliorate cardiac systolic dysfunction, and LV dilatation was not improved under this condition (Supplemental Fig. S3E-G). Heart weight was similar between the groups (Supplemental Fig. S3H), and HE and picrosirius staining to analyze the level of fibrosis showed no marked change with citrulline treatment (Supplemental Fig. S3I,J). Quantitative PCR studies showed that expression of some inflammatory molecules, including *Adgre1* and *Ptprc*, was decreased by citrulline treatment, whereas expression of *Ccl2* and *Tnf* did not differ between the groups (Supplemental Fig. S3K). Expression of mitochondria-related molecules, such as *Ppargc1a*, *Mtnd5*, *Atp5f1a*, and *Ndufa*, and mitochondrial dynamics, including *Mfn1*, *Mfn2*, *Opa1*, *Dnm1l*, and *Fis1*, was also similar between the groups (Supplemental Fig. S3L,M). These results suggested that citrulline per se plays a minor role in EMPA-induced improvement of cardiac function.

**Figure 2:**
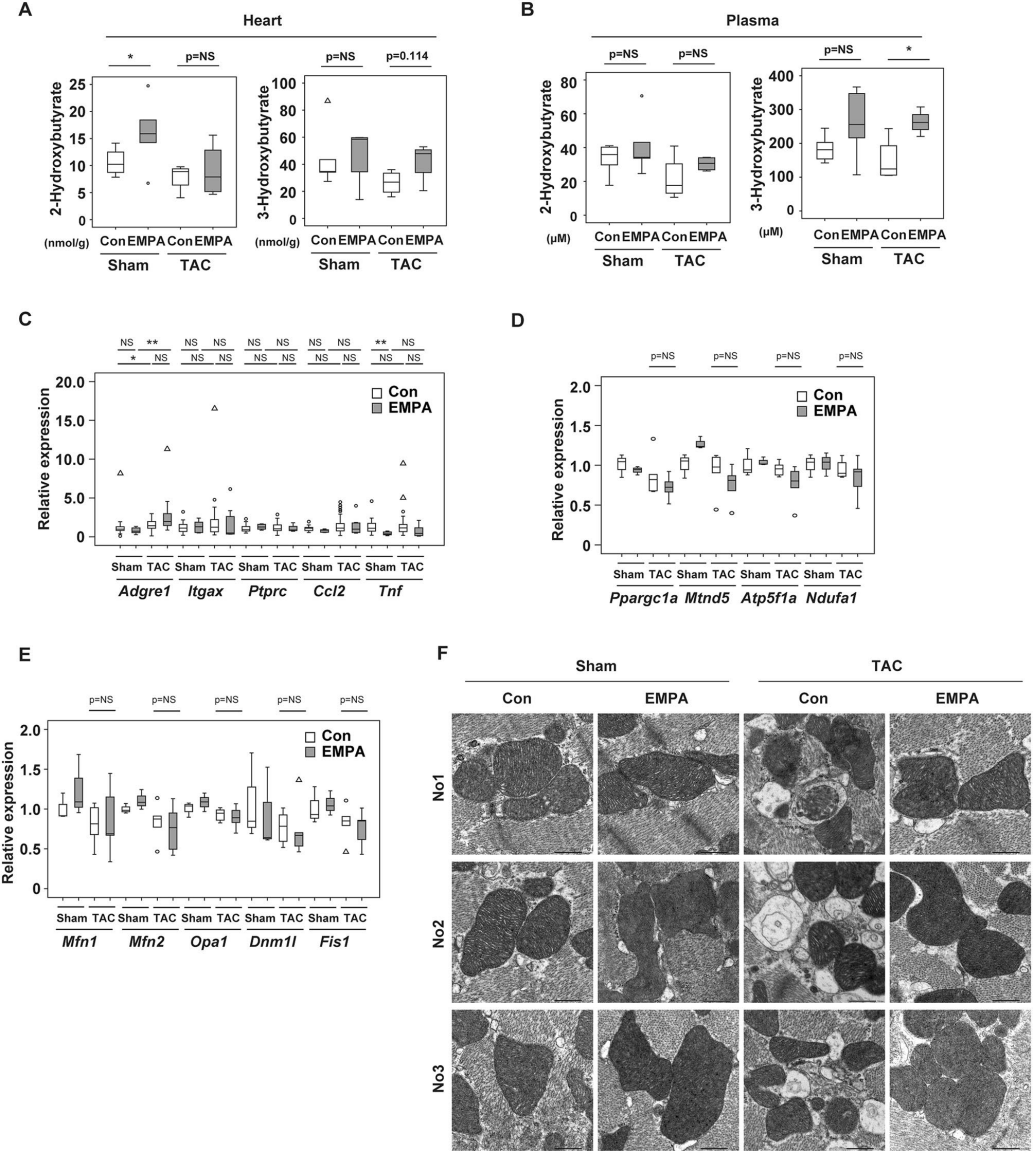
Level of plasma 3-Hydroxybutyrate level with EMPA. (**A**,**B**) Level of 2-hydroxybutyrate or 3-hydroxybutyrate (n = 5, 5, 4, 4) in heart (**A**) or plasma (**B**) of indicated mice. (**C**–**E**) Quantitative polymerase chain reaction (PCR) of *Adgre1* (n = 28, 8, 31, 8)*, Itgax* (CD11c) (n = 25, 8, 30, 7), *Ptprc* (CD45) (n = 24, 8, 28, 7)*, Ccl2* (n = 28, 8, 31, 9)*,* and *Tnf* (n = 27, 8, 29, 8; **C**); *Ppargc1a, Mtnd5, Atp5f1a,* and *Ndufa1* (n = 3, 3, 5, 5; **D**); and *Mfn1, Mfn2, Opa1, Dnm1l,* and *Fis1* (n = 3, 3, 5, 5; **E**) of indicated mice. (**F**) Electron microscopic findings of left ventricle (LV) of indicated mice. No1, No2, and No3 indicate that samples originate from different biological replicates. Scale bar = 2 μm. Data were analyzed by a 2-tailed Student’s *t* test (**A**,**B**), or by a 2-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test (C(*Itgax*, *Ptprc*), **D**, **E**), by Kruskal Wallis (C(*Adgre1*, *Tnf*)), or by Dunnett correction (C(*Ccl2*)). The following were excluded for further analyses: in (**A**), 2 outliers in Sham + EMPA group. *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM. *NS* not significant. Small circle indicates outlier; triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

### EMPA leads to enrichment in KEGG term related to insulin signaling pathway

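RNA sequencing was carried out on cardiac tissues of mice after transverse aortic constriction (TAC), an operation that narrows the aorta and places the left ventricle under pressure overload. The TAC + EMPA group (n = 4 mice) was fed chow with 0.03% empagliflozin, an inhibitor of the sodium-glucose cotransporter SGLT2, for 5 days from 2 weeks after TAC, and the TAC group (n = 3 mice) was not. The paper puts TAC at 9 weeks of age and the sample labels put it at 12 weeks. The authors mapped the reads of stranded libraries of polyadenylated RNA to GRCm38 with TopHat2 and deposited 1 FPKM value per gene and library from Cuffdiff, with its p-values and q-values. Between 20250 and 22956 genes per library had an FPKM above 0, and counts of fragments were not used here. Low FPKM values of single-exon genes lie at multiples of the value of 1 fragment, which was 22.3 to 50.6 FPKM times bases. At least 99.1% of the values read in a library were within 0.1 of a whole number of fragments. From these steps, TAC replicate 1 and TAC + EMPA replicate 1 were 2.26 and 2.27 times as deep as TAC replicate 2, the shallowest library, and the other 4 libraries were 1.14 to 1.33 times as deep. The values were analysed as log2(FPKM + 1) by limma with a trended variance, two-sided, over the 12391 genes with a mean FPKM of at least 1, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists written before the data were examined were tested as groups with limma's camera at a preset correlation of 0.01. In simulated data with each gene's mean and spread and independent noise, the same gene test recovered 68.8% of 2-fold and 94.6% of 4-fold changes. The simulation held no shared structure among libraries, so these shares do not say what the test could find here. In the real libraries it called 0 of the 104 higher and 126 lower genes that meet the authors' rule, which asks for a 2-fold change. Cuffdiff marked 41 genes as holding too much data and 2 as failed, and their values can be listed at 0, as Myh6, the main myosin heavy chain of the adult mouse ventricle, was in TAC + EMPA replicate 1.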

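Most measured genes of insulin and PI3K-Akt signaling (32 of 41) and most FoxO target genes (18 of 21) had higher values in the TAC + EMPA group than in the TAC group, and none passed limma's test over all genes. Pik3r1, a regulatory subunit of PI3K, had an FPKM of 33.6 ± 3.54 (SD, n = 4) in the TAC + EMPA group and 16.0 ± 8.11 (SD, n = 3) in the TAC group. Irs2, an insulin receptor substrate, was at 4.26 ± 1.40 (SD, n = 4) against 1.85 ± 0.377 (SD, n = 3), and Pdk4, a FoxO target that restrains pyruvate oxidation, at 491 ± 30.1 (SD, n = 4) against 208 ± 72.2 (SD, n = 3). In GRCm38, Pik3r1 (ENSMUSG00000041417) lies on chromosome 13 from 101680563 to 101768217 and Irs2 (ENSMUSG00000038894) on chromosome 8 from 10984681 to 11008458. The log2 fold change was 1.13 for Pik3r1 (standard error 0.28), 0.85 for Irs2 (0.24) and 1.29 for Pdk4 (0.21), each with an adjusted p of 0.115 from limma.
Of 41 measured genes of insulin and PI3K-Akt signaling, none passed an adjusted p of 0.05 in limma, 19 were higher and 2 lower at an unadjusted p under 0.05, and 12 were higher and 1 lower by the authors' Cuffdiff p-values adjusted over the genes kept. Adjusted over the list alone, 13 were higher and 1 was lower. The median log2 fold change of the list was 0.28 (adjusted p = 0.000779 from camera, 8.49e-07 to 0.604 over the alternatives, and adjusted p = 0.604 with an estimated correlation). Foxo3, Pdpk1 and Tsc1 had log2 fold changes of 0.86, 0.74 and 0.61.
Of 21 FoxO target genes, none passed in limma over all genes, 13 were higher and none lower at an unadjusted p under 0.05, 12 were higher by the authors' p-values, and 12 were higher when adjusted over the list alone. Their median log2 fold change was 0.49 (adjusted p = 3.23e-05 from camera, 3.39e-08 to 0.597 over the alternatives, and adjusted p = 0.597 with an estimated correlation). In 13 of the 21, every TAC + EMPA library was above every TAC library, among them Sesn1, a stress-induced sestrin, Gabarapl1 and Bnip3, which act in autophagy, and Pdk4.
Of 17 genes of AMPK signaling, none passed in limma, 7 were higher and 1 was lower at an unadjusted p under 0.05, 3 were higher by the authors' p-values, and 2 were higher when adjusted over the list alone. Their median log2 fold change was 0.23 (adjusted p = 0.0113 from camera, 0.000361 to 0.604 over the alternatives, and adjusted p = 0.604 with an estimated correlation). Prkaa2, the catalytic subunit alpha 2 of AMPK on chromosome 4 from 105029874 to 105109890, was at 17.4 ± 1.61 (SD, n = 4) against 8.49 ± 7.38 (SD, n = 3), with a log2 fold change of 1.22 (standard error 0.42, adjusted p = 0.118 from limma).
Of the genes that the study measured by quantitative PCR, Pik3r1, Ppara, Ppargc1a, Ppp1r3a, Prkab2, Erbb4 and Tlr4 were higher in the TAC + EMPA group with a difference between the groups that no other split of the libraries reached (exact permutation p = 0.0286, the smallest value over 35 splits, and 0.0464 when adjusted over the list alone). The exact permutation p was 0.0571 for Irs2 and Egf, 0.0857 for Prkaa2, 0.114 for Spp1 and 0.143 for Comp. Of the 13 genes of this panel, 12 are named in the authors' deposited table of KEGG terms, selected from the same libraries by fold and q-value. That selection favours small exact permutation p-values, so neither these p-values nor the direction of the list is independent evidence.
TAC replicate 3 lay near the TAC + EMPA libraries for several of these genes. Prkaa2 was at 4.52 and 3.95 in TAC replicates 1 and 2 and at 17.0 in TAC replicate 3, and Pik3r1 at 12.8, 9.92 and 25.2. Against TAC replicates 1, 2 and 3 taken alone, the median log2 difference was 0.40, 0.50 and 0.13 for insulin and PI3K-Akt signaling, 0.68, 0.57 and 0.29 for the FoxO target genes, and 0.35, 0.31 and 0.05 for AMPK signaling. After correction of each library for its trend on transcript length, chosen after the data had been seen, the medians of these 3 lists were 0.18, 0.30 and 0.20.

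**Figure D1:**
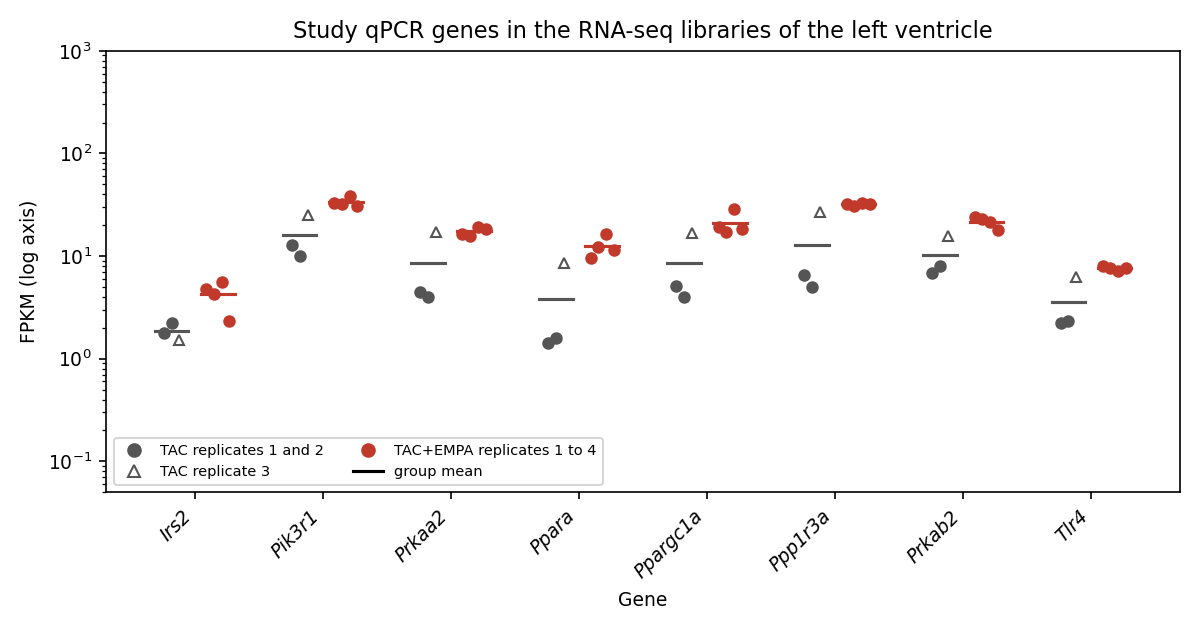
FPKM per library (log axis) of 8 genes that the study measured by quantitative PCR, for TAC replicates 1 and 2 (filled grey circles), TAC replicate 3 (open triangle) and the 4 TAC + EMPA libraries (red circles), with a line at each group mean. For Prkaa2, TAC replicate 3 sits at 17.0, among the TAC + EMPA libraries (15.7 to 19.1) and above TAC replicates 1 and 2 (4.52 and 3.95).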

In the RNA-sequencing analysis in cardiac tissues, compared with the TAC group the EMPA + TAC group showed enrichment in KEGG terms^13^ related to insulin signaling, such as “insulin resistance,” “FoxO signaling pathway,” “Insulin signaling pathway,” “PI3K-Akt signaling pathway,” “Longevity-regulating pathway,” and “Longevity-regulating pathway–multiple species” (Fig. 3A,B). Quantitative PCR studies showed increases in the transcripts *Irs2*, *Pik3r1*, *Prkaa2*, and *Sorbs1* (Supplemental Fig. S4). In addition to the increased citrulline levels described above, we became interested in findings from metabolomic studies showing reduced arginine levels in cardiac tissues of the TAC + EMPA group compared with the TAC + Control group (Fig. 3C). Arginine is well known to be oxidized into citrulline and NO, and eNOS is known to mediate this reaction. AKT is one of the major signaling molecules in the insulin signaling pathway and is known to upregulate eNOS activity. Activation of eNOS was reported to mediate anti-apoptotic effects, and this activation ameliorated cardiac dysfunction in an ischemic heart failure model^14^. Capillary rarefaction was previously shown to develop with LV pressure overload and to contribute to the progression of reduced systolic function^8,9,15^. NO has a critical role in maintaining capillarization in tissues^16^, and because an SGLT2 inhibitor was reported to increase the phospho-AKT level in cardiac tissues of an ischemia–reperfusion injury model^17^ and activate AKT/eNOS signaling in HUVECs^18^, we speculated that EMPA treatment might activate AKT/eNOS signaling in the heart and attenuate capillary rarefaction in cardiac tissues, thereby improving systolic dysfunction after TAC.

**Figure 3:**
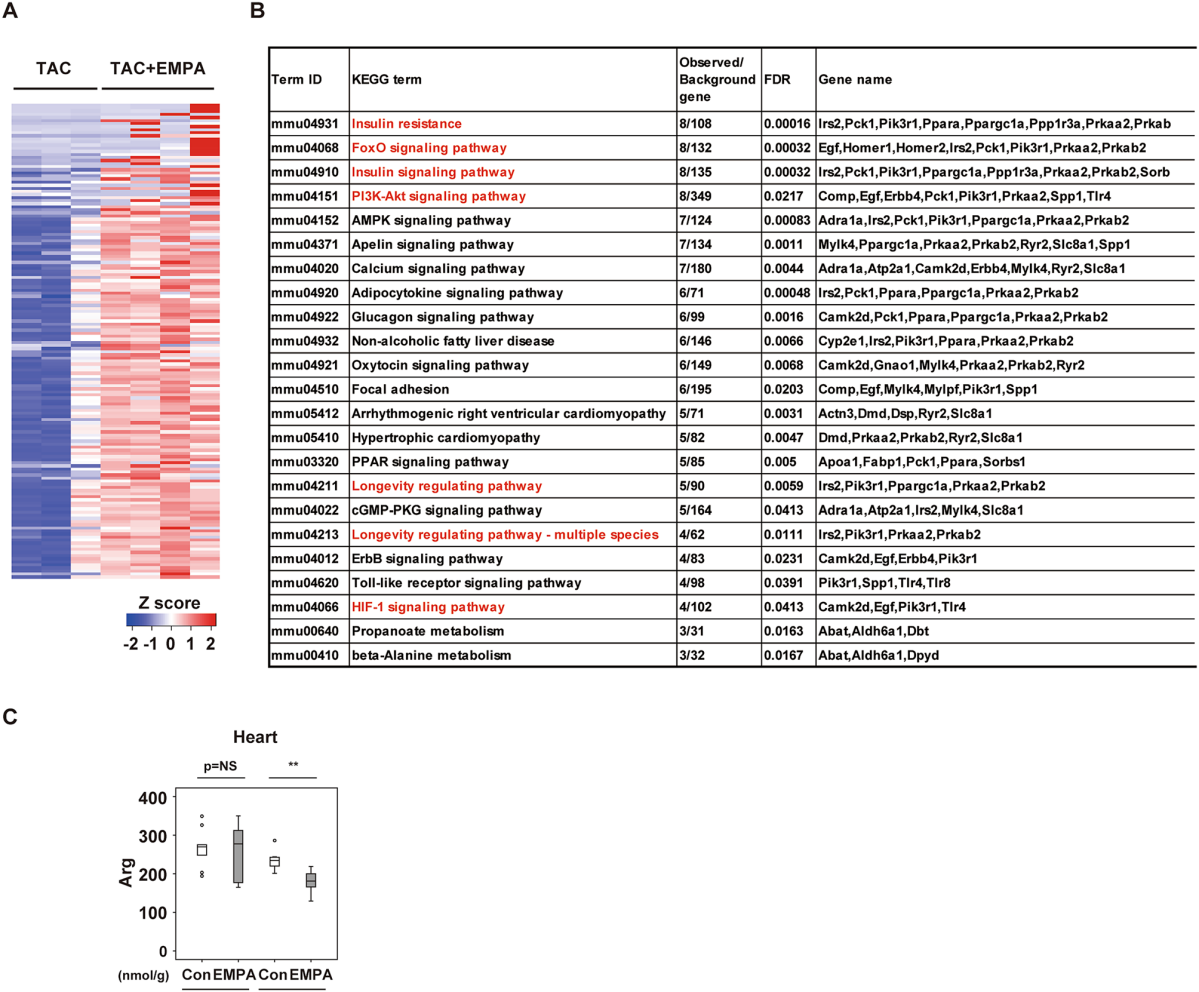
Results of RNA seq studies analyzing LV with EMPA administration. (**A**,**B**) RNA seq analysis data for cardiac tissues: Heat map (**A**) or KEGG categories enriched by twofold (q < 0.05, Benjamini–Hochberg correction for multiple-testing) in mice with empagliflozin (EMPA) administration and TAC (TAC + EMPA) as compared with mice with TAC only (**B**; n = 3, 4). For this study, cardiac tissues were collected 5 days after the introduction of EMPA at TAC2w, and samples were collected at TAC2w + 5 days. (**C**) Metabolomic study analyzing arginine (Arg) in cardiac tissues of indicated mice (n = 10, 10, 8, 9). For study in (**C**), 1 outlier (in TAC + Con group) was excluded by boxplot (SPSS) for further statistical analysis (n = 10, 10, 7, 9 were analyzed). Data were analyzed by 2-way analysis of variance (ANOVA) followed by Dunnett’s test (**C**). *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

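Herpud1, a protein of the endoplasmic reticulum stress response and the higher gene with the smallest p-value, had an FPKM of 382 ± 22.1 (SD, n = 4) in the TAC + EMPA group and 201 ± 21.9 (SD, n = 3) in the TAC group, a log2 fold change of 0.93 (standard error 0.11). Fscn1, which bundles actin and was the lower gene with the smallest p-value, was at 12.1 ± 1.49 (SD, n = 4) against 27.0 ± 2.05 (SD, n = 3), a log2 fold change of -1.10 (standard error 0.12). Among genes with higher values, Sesn1, Gm29237, Otud1 and Gabarapl1 came next by p-value, and among genes with lower values Cd248, Cmtm3, Mospd3 and S100a6. All 10 of these genes had an adjusted p of 0.115 in limma, and none passed. For each of them, every TAC + EMPA library lay on the same side of every TAC library.
The count of genes at an adjusted p under 0.05 in limma was 0 higher and 0 lower. At an unadjusted p under 0.05 there were 2349 higher and 1827 lower genes, where chance gives 620 in all on average. Genes move together, so a count can lie far from that average without an effect of EMPA. Splits with a TAC + EMPA library in place of TAC replicate 3 gave 2278 to 3454 such genes, against 4176 in the real split. With the authors' Cuffdiff p-values, adjusted over the same genes, 946 genes were higher and 873 lower. The values of the 2 groups did not overlap for 2762 genes (22.3%), and chance gives 5.71% on average, with the same limit.
The authors' deposited tables of KEGG terms name 32 genes higher in the TAC + EMPA group and 15 lower, all of which were among the genes tested here. They were selected from the same libraries by fold and q-value, so their direction and their passing by the authors' p-values were fixed beforehand. Of the 32, 30 were at an unadjusted p under 0.05 in limma, with a median log2 fold change of 1.16, and of the 15, all were, with a median of -0.86. None had an adjusted p under 0.05 in limma, and all 47 did by the authors' p-values adjusted over the genes kept.
TAC replicate 3 was closer to the TAC + EMPA libraries than to the other TAC libraries. It was nearer to the TAC + EMPA mean than to the mean of TAC replicates 1 and 2 for 28 of the 32 genes and 13 of the 15. The first principal component, with 46.8% of the variance, put TAC replicates 1 and 2 at -45.7 and -56.0, TAC replicate 3 at 16.1 and the TAC + EMPA libraries at 18.9 to 24.3. With each library left out in turn, limma called 0 to 3694 genes higher and 0 to 2930 lower, the most without TAC replicate 3 and at most 4 in a direction without any other library. With library weights, from 0.121 for TAC replicate 3 to 3.52 for TAC + EMPA replicate 1, it called 3310 higher and 2551 lower, which is approximate because the estimation of the weights stopped before its tolerance.
From the enriched insulin signaling terms, the lower arginine and higher citrulline in the heart, and reports of AKT and eNOS activation by SGLT2 inhibition, the paper proposes that EMPA might activate AKT/eNOS signaling and limit the loss of capillaries.

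**Figure D2:**
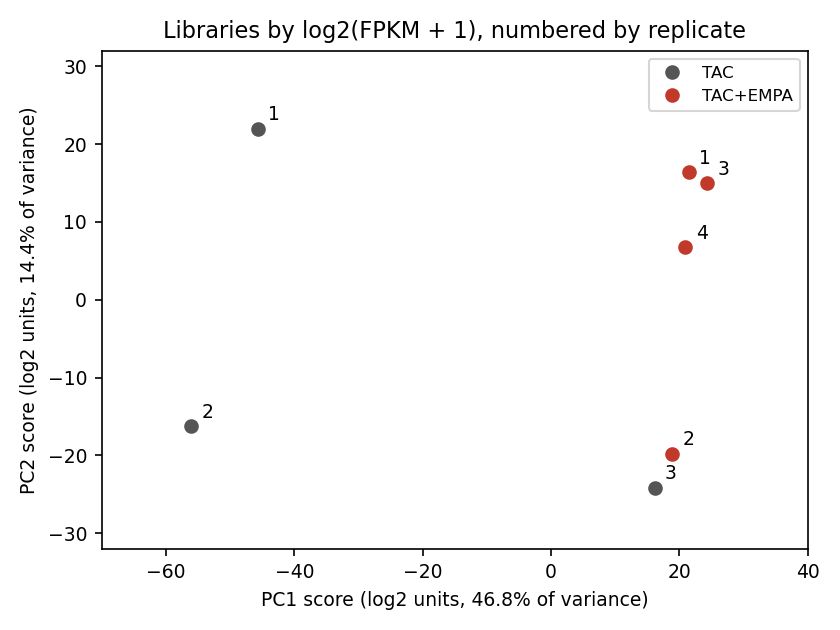
Scores of the 7 libraries on the first (PC1) and second (PC2) principal components of log2(FPKM + 1) over 12391 genes, in log2 units, with TAC libraries in grey and TAC + EMPA libraries in red, numbered by replicate. On PC1, TAC replicate 3 has a score of 16.1, next to the TAC + EMPA libraries, and TAC replicates 1 and 2 have scores of -45.7 and -56.0.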

### EMPA maintains capillarization in cardiac tissue during LV pressure overload

Capillary network formation is critical for maintaining organ homeostasis. Suppression of VEGF-A was reported to induce capillary rarefaction in cardiac tissues of mice subjected to LV pressure overload and to promote cardiac remodeling. We confirmed that capillary rarefaction and reduced cardiac perfusion developed with LV pressure overload and that EMPA administration ameliorated these changes in cardiac tissues (Fig. 4A, and Supplemental Fig. S5A,B). Under this condition, levels of transcript for angiogenic form VEGF-A (*Vegfa164a*)^19^ in whole heart (Supplemental Fig. S5C) and in isolated endothelial cells (ECs) from cardiac tissues, defined as CD45^–^CD31^+^ cells, were similar in the TAC and TAC + EMPA groups (Supplemental Fig. S5D).

**Figure 4:**
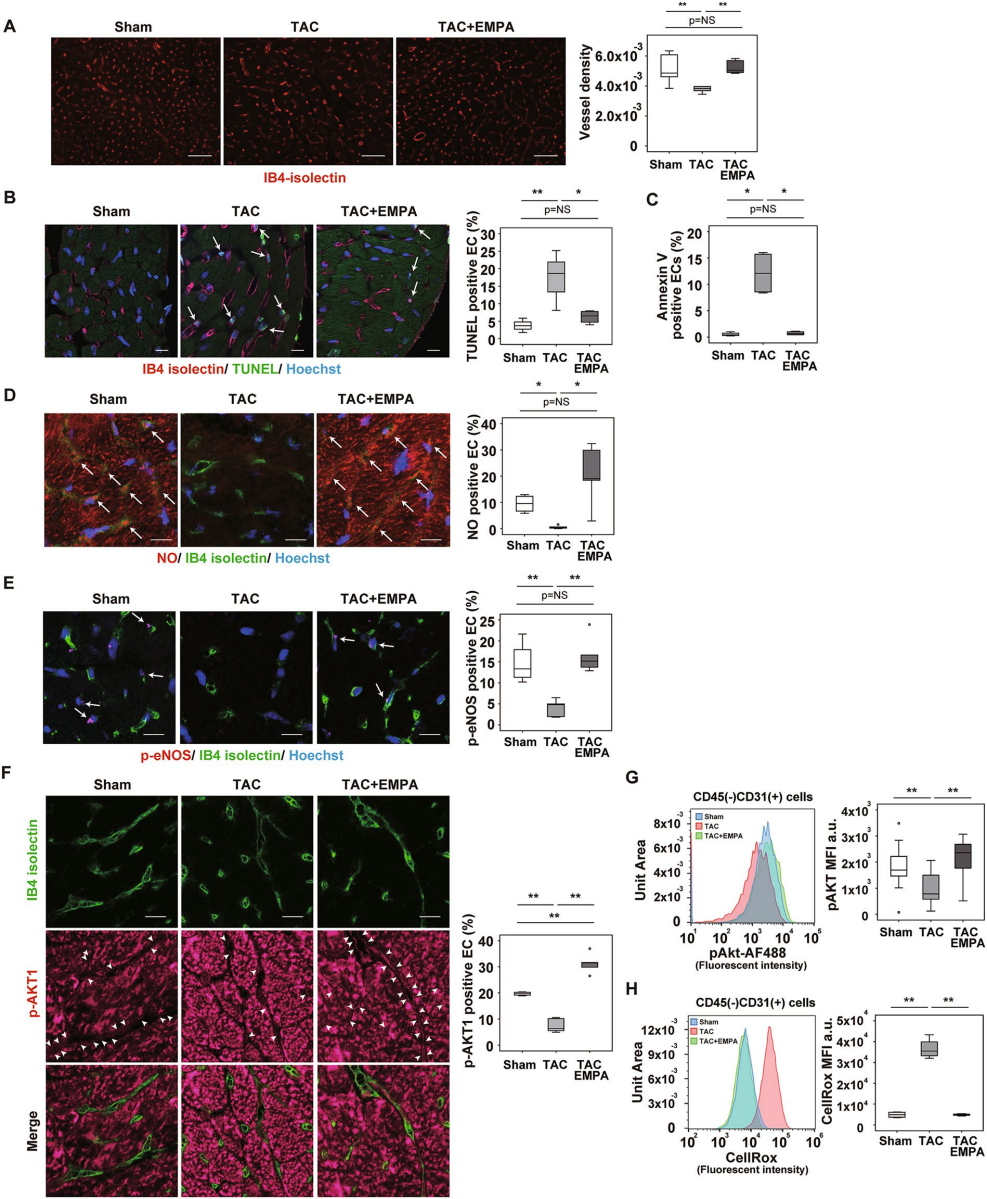
EMPA enhances capillarization in LV during pressure overload. (**A**) Capillarization of left ventricle (LV) of indicated mice as analyzed with IB4-isolectin staining. Right panel indicates vessel density (n = 6, 5, 5). Scale bar = 50 μm. (**B**,**D**–**F**): IB4-isolectin staining co-stained with TUNEL and Hoechst (**B**; scale bar = 10 μm; arrow indicates TUNEL-positive endothelial cells [ECs]); NO and Hoechst (**D**; scale bar = 10 μm; arrow indicates NO-positive ECs); p-eNOS (**E**; scale bar = 10 μm; arrow indicates p-eNOS positive ECs); and p-AKT1 (**F**; scale bar = 10 μm; arrow head indicates p-AKT1–positive ECs). Right panels indicate quantification (**B**, n = 4, 4, 4; **D**, n = 4, 5, 5; **E**, n = 4, 5, 5; and **F**, n = 4, 5, 5). (**C**,**G**,**H**) Flow cytometry studies analyzing level of Annexin V (**C**) (n = 4, 4, 4), pAKT (**G**) (n = 14, 14, 14), and reactive oxygen species (CellRox) (**H**) (n = 4, 4, 4) in CD45^-^CD31^+^ ECs extracted from cardiac tissues of indicated mice. Data were analyzed by 2-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test (**A**,**B**,**D**–**H**), or Kruskal Wallis correction (**C**). *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM. *NS* not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

Adrenergic tone increases in patients with heart failure, and the catecholamine level predicts poor prognosis in these patients^20^. Catecholamine was previously reported to induce cell death in ECs^21^. We found that apoptotic ECs were increased in cardiac tissues after TAC, and this increase was attenuated by EMPA treatment (Fig. 4B,C, Supplemental Fig. S6A,B). Our metabolomic studies showed increased citrulline and reduced arginine levels in cardiac tissues of the TAC + EMPA group compared with the TAC group (Fig. 3C, Supplemental Fig. S3A,C), suggesting an enhancement of NO production by EMPA administration. Because NO was reported to suppress apoptosis^22^, we examined a possible role of the NO pathway in EMPA-induced suppression of EC apoptosis. The level of endothelial NO in cardiac tissues was reduced in the TAC group, and this reduction was significantly improved by EMPA administration (Fig. 4D and Supplemental Fig. S6C). Phosphorylated eNOS represents the activated form of this enzyme and has a critical role in the production of NO. We found that phosphorylated eNOS in ECs was reduced in the TAC group, and that this reduction was significantly improved by EMPA administration (Fig. 4E and Supplemental Fig. S6D), indicating that an EMPA-induced increase of phosphorylated eNOS upregulates NO production. To elucidate the upstream signal involved in the activation of eNOS by EMPA, we focused on AKT. AKT has a critical role for the phosphorylation and activation of eNOS, and SGLT2 inhibitors including EMPA and phlorizin were shown to increase phospho-AKT (S473), an activated form of AKT^18,23^. We found that the level of phospho-AKT was significantly higher in the TAC + EMPA group than in the TAC group (Fig. 4F,G). In the TAC group, endothelial cells showed a significant increase in reactive oxygen species (ROS), and this increase was attenuated by EMPA treatment (Fig. 4H). ROS was previously reported to inactivate AKT^24^, and our findings indicated a role of EMPA in the suppression of ROS-induced inactivation of AKT in these cells. Co-administration of an NOS inhibitor, L-NAME, promoted endothelial cell death, reduced capillarization, and suppressed cardiac function in EMPA-treated TAC mice (Fig. 5A–C), suggesting a causative role of the eNOS/NO pathway in mediating the cardioprotective effects of EMPA.

**Figure 5:**
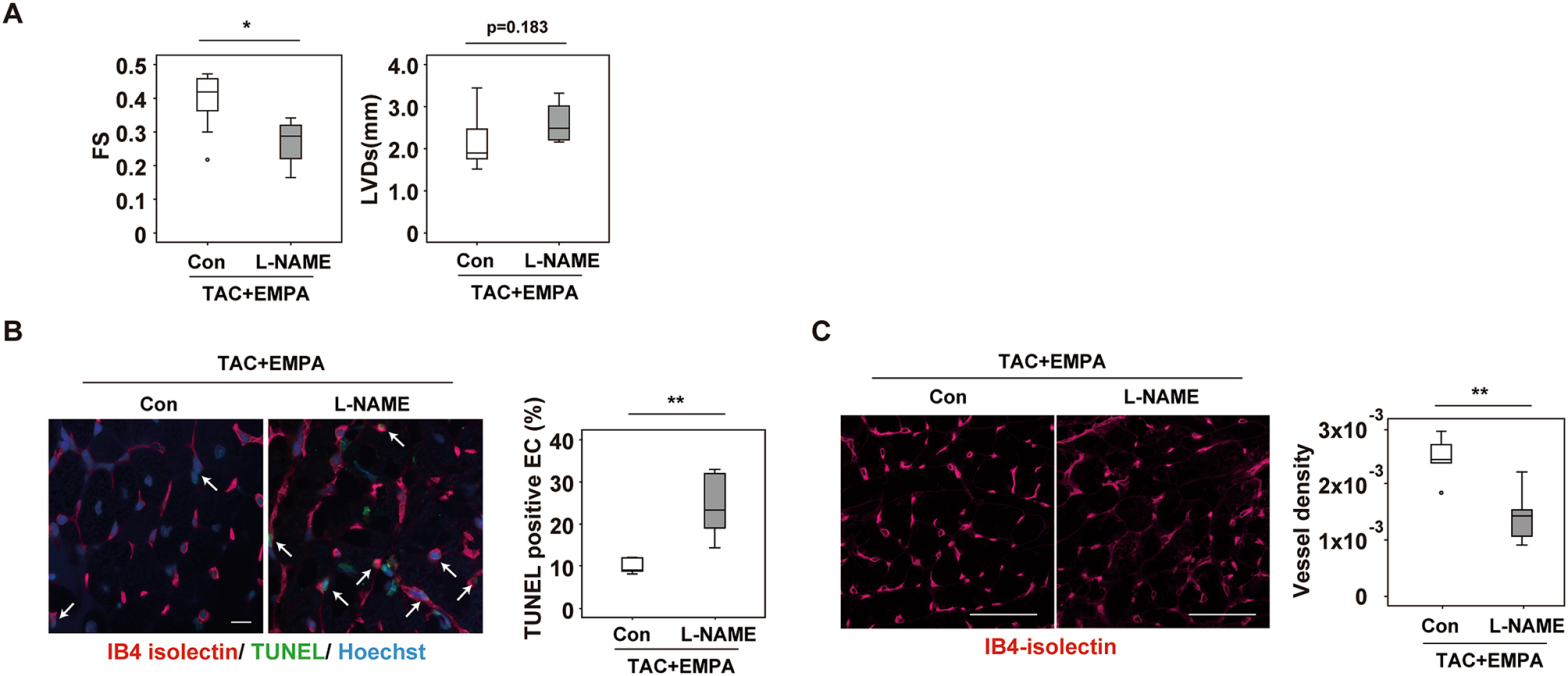
Effects of L-NAME administration. (**A**) Echocardiographic data analyzing fractional shortening (FS) or left ventricular systolic dimension (LVDs) of mice subjected to TAC + EMPA with or without L-NAME administration (n = 10, 4). (**B**) TUNEL (terminal deoxynucleotidal transferase–mediated biotin–deoxyuridine triphosphate nick-end labeling) of cardiac tissues of mice subjected to TAC + EMPA with or without L-NAME administration (arrow indicates TUNEL-positive ECs, scale bar = 10 μm) (right panel indicates quantification of TUNEL positive ECs (n = 6, 10)) (**C**) Immunofluorescence study for IB4-isolectin in cardiac tissues of indicated mice. Right panels indicates quantified data demonstrated as vessel density (estimated as the number of microvessels relative to the number of cardiomyocytes/cross sectional area (CSA) (μm^2^)) (n = 5, 10. scale bar = 100 μm). Data were analyzed by a 2-tailed Student’s *t* test (**A**–**C**). *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM.

In vitro studies showed that norepinephrine (NE) administration promoted apoptosis in HUVECs (Fig. 6A), and NE-induced apoptosis was suppressed by co-administration of an AKT activator (SC79) (Fig. 6B), arginine (Fig. 6C), or an NO donor (Fig. 6D). It is well accepted that butyrate mediates the beneficial effects of SGLT2 inhibitors^25,26^, and in our study 3-HB showed a marked increase in the plasma of the TAC + EMPA group (Fig. 2B). In HUVECs, NE increased the ROS level, and this increase was suppressed by 3-HB treatment (Fig. 6E); 3-HB treatment also reduced NE-induced apoptosis in HUVECs (Fig. 6F). In HUVECs, NE administration reduced the pAKT level, and this reduction was attenuated by 3-HB administration (Fig. 6G). These results suggest that EMPA inhibits catecholamine-induced downregulation of the AKT/eNOS/NO pathway by increasing hydroxybutyrate, which could suppress catecholamine-induced increase of ROS. Upregulation of the AKT/eNOS/NO pathway would suppress endothelial apoptosis, maintain capillarization and improve systolic dysfunction during LV pressure overload.

**Figure 6:**
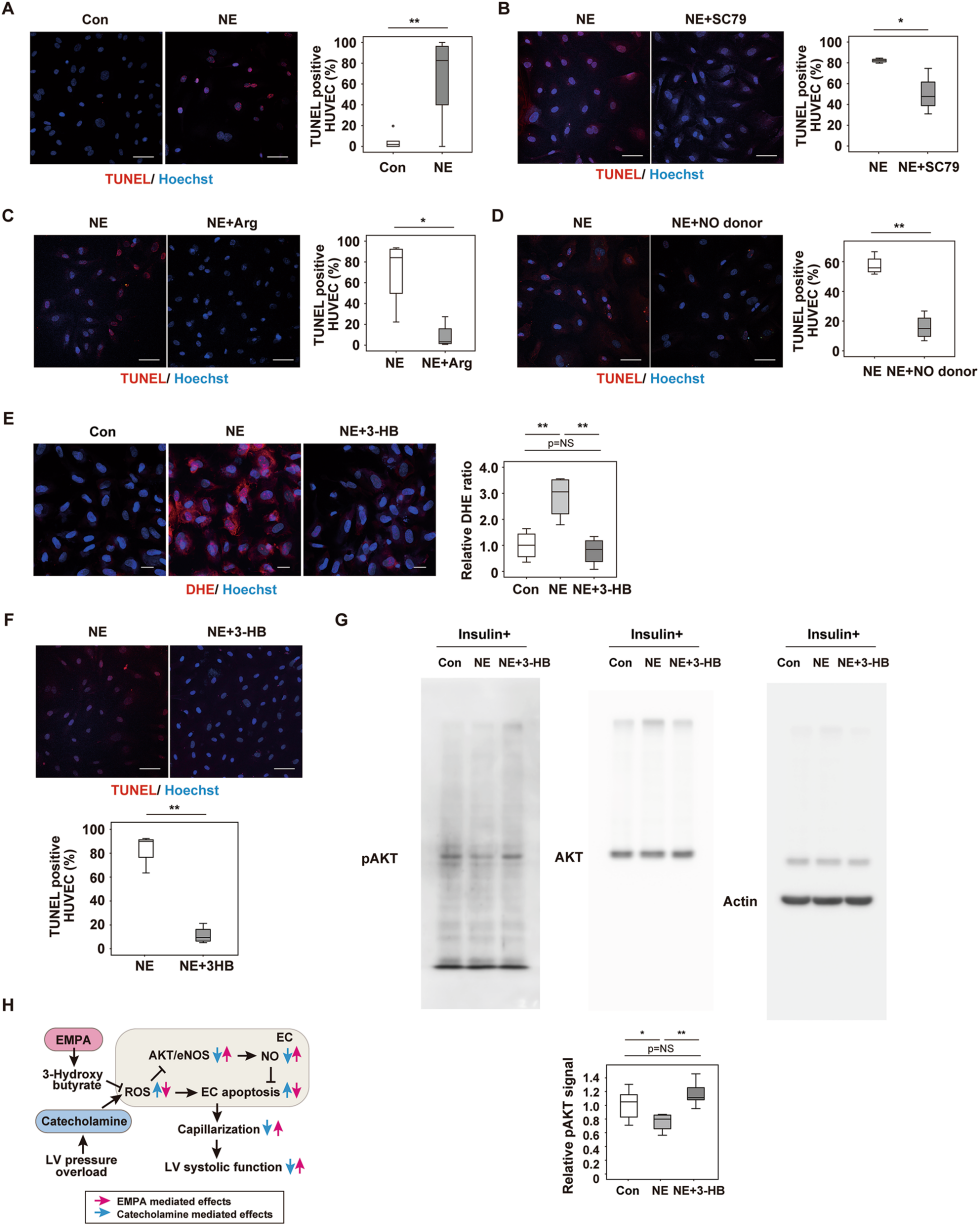
The 3-Hydroxybutyrate suppresses ROS and apoptosis in endothelial cells. (**A**–**D**,**F**):, human umbilical vein endothelial cells (HUVECs) with addition of phosphate-buffered saline (Con) or norepinephrine (NE) (**A**; n = 6, 14; scale bar = 50 μm); NE or NE + SC79(AKT activator) (**B**; n = 4, 4; scale bar = 50 μm); NE or NE + Arg (**C**; n = 4, 4; scale bar = 50 μm); NE or NE + NO donor (**D**; n = 4, 4; scale bar = 50 μm), or NE or NE + 3-Hydroxybutyrate (3-HB) (**F**; n = 4,4; scale bar = 50 μm). (**E**) Dihydroethidium (DHE) staining of HUVECs administrated with NE or NE + 3-Hydroxybutyrate (3-HB) (scale bar = 10 μm), and the quantified data analyzed as relative DHE ratio (DHE area was divided with nuclear number/view, and subjected to further quantification studies) (n = 4, 4, 4). (**G**) Western blot detecting signals from pAKT, AKT or beta Actin (Actin) in HUVECs administrated with insulin together with NE or NE + 3-HB. Right panel is the quantified data showing relative pAKT signal (n = 6, 6, 6) (signal was analyzed as pAKT/AKT/Actin). (**H**) Scheme summarizing our findings. Empagliflozin (EMPA) activates the AKT/eNOS/NO pathway and suppresses EC apoptosis through an increase of 3-Hydroxybutyrate and reduction of reactive oxygen species (ROS). This change leads to enhancement of capillarization in the left ventricle (LV) during pressure overload and ameliorates cardiac dysfunction. Data were analyzed by a 2-tailed Student’s *t* test (**A**–**D**,**F**), or by 2-way analysis of variance (ANOVA) followed by Tukey’s multiple comparison test (**E**,**G**). *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM. *NS* not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

We conducted temporal studies (Supplemental Fig. S7A) and found that EMPA administration inhibited the progression of systolic dysfunction in TAC mice (Supplemental Fig. S7B). In contrast, systolic function appeared to decrease progressively in the TAC + Control group, although the change from TAC 2w to TAC 4w was not statistically significant. Likewise, LV dilatation significantly increased from TAC 2w to TAC 4w in the TAC + Control group but not in the TAC + EMPA group. Better cardiac function was observed as early as 1 week after EMPA treatment, and this improvement was associated with increased capillary density and reduced endothelial apoptosis (Supplemental Fig. S7C,D). These results suggest that EMPA treatment could stop the progression of cardiac pathology during pressure overload rather than restore cardiac function.

Taken together, our results indicate that EMPA administration activates the AKT/eNOS/NO pathway and contributes to the suppression of catecholamine-induced apoptosis in ECs and the enhancement of capillarization in heart, leading to improvement of cardiac dysfunction in our TAC model (Fig. 6H). These findings showed the previously unknown cardio-protective role of EMPA during LV pressure overload.

## Discussion

The outcome of EMPA-REG opened a new avenue for cardiovascular-metabolic research^1^. Another line of evidence also indicated that SGLT2 inhibitors ameliorate pathologies related to heart failure in patients with type 2 diabetes^2,3^. In these studies, patients treated with SGLT2 inhibitors had a lower risk for hospitalization due to heart failure and a lower risk of death. SGLT2 inhibitors were tested in patients with nondiabetic heart failure and resulted in similar beneficial cardiovascular outcomes^4^. This finding led to the repurposing of this diabetes drug to combat heart failure, and recently the Food and Drug Administration (FDA) in the USA approved an SGLT2 inhibitor for the treatment of heart failure with reduced ejection fraction (HFrEF) in adults with or without diabetes^5^.

A fundamental question in this context is the possible mechanisms underlying the effects of SGLT2 inhibitors. Evidence indicates that the beneficial biological effects of these drugs may be mediated by several mechanisms. For example, hemodynamic effects and increased ketone production, inhibition of sodium-hydrogen exchange in myocardial cells, enhancement of myocardial oxidative phosphorylation, and reduction of adrenergic tone were reported to be cardioprotective^6,12,27–29^. The lack of knowledge about the underlying mechanisms motivated us to look for other potential pathways that may be involved; however, the search for new molecular mechanism proved to be challenging. As shown in Figs. 1 and 2, our initial studies, which included electron microscope investigations, were not informative or helpful. As shown in Supplemental Fig. S3, we then performed metabolomic studies and found that EMPA administration increased citrulline in both heart and plasma. Citrulline has the potential to fuel TCA, and in vitro studies that examined myocytes with an extracellular flux analyzer showed some promising results. This led us to generate the TAC model and to administer citrulline in the model, but—contrary to our expectations—citrulline per se did not ameliorate cardiac dysfunction. To explore the possible underlying mechanisms, we conducted RNA sequencing analysis. 

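The PI3K-Akt term of KEGG holds genes that were higher and genes that were lower in the TAC + EMPA group. Tlr4, an innate immune receptor, had an FPKM of 7.65 ± 0.335 (SD, n = 4) in the TAC + EMPA group and 3.60 ± 2.25 (SD, n = 3) in the TAC group. Nos3, which encodes eNOS, was at 5.69 ± 0.664 (SD, n = 4) against 11.4 ± 4.40 (SD, n = 3), a log2 fold change of -0.83 (standard error 0.25, adjusted p = 0.115 from limma). Nos3 was at 12.5 and 15.2 in TAC replicates 1 and 2 and at 6.57 in TAC replicate 3. Vegfc and Pgf, growth factors of the VEGF family, had log2 fold changes of -0.76 and -0.91. Of the 20 endothelial cell markers, 19 were lower alongside Nos3, and none passed in limma. The median log2 fold change of the 20 was -0.72 (adjusted p = 1.70e-06 from camera, 8.05e-09 to 0.604 over the alternatives, and adjusted p = 0.604 with an estimated correlation). Against TAC replicates 1, 2 and 3 taken alone, the median was -0.87, -1.22 and -0.08, so the difference rested on TAC replicates 1 and 2. These are transcripts of whole cardiac tissue after 5 days of EMPA. They do not measure phosphorylated eNOS, NO or capillary density, which the paper examined by staining.
The authors' deposited table of terms for higher genes lists PI3K-Akt with 6 of 349 genes at a false discovery rate of 0.036, and the authors' deposited table for lower genes lists it with 9 of 349 at 0.0094. In the libraries, the 6 genes (Comp, Egf, Pik3r1, Prkaa2, Spp1 and Tlr4) had log2 fold changes from 0.82 to 1.32, and the 9 genes (Flt3l, Il2rg, Itga2b, Jak3, Nos3, Pgf, Pik3r6, Pkn3 and Vegfc) from -1.53 to -0.76. At an unadjusted p under 0.05 in limma were 5 of the 6 and 9 of the 9. None passed an adjusted p of 0.05 in limma, and all 15 did by the authors' p-values adjusted over the genes kept. These genes had been selected from the same libraries by fold and q-value. Their direction, their least size and their passing by the authors' p-values were thus fixed beforehand. TAC replicate 3 lay nearer to the TAC + EMPA mean for 4 of the 6 and 8 of the 9. Akt1, at 69.0 ± 5.17 (SD, n = 4) against 57.3 ± 13.4 (SD, n = 3), had a log2 fold change of 0.29 (standard error 0.16, adjusted p = 0.226 from limma), Akt2 one of 0.34 (adjusted p = 0.144) and Vegfa one of 0.06 (adjusted p = 0.690).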

Interestingly, in the EMPA group we found enrichment in the KEGG terms related to insulin signaling. Because of this enrichment, we considered it essential to characterize capillary network formation in heart after EMPA administration. In these studies, we found that capillary rarefaction developed, as previously reported^8,9^, and—interestingly—was enhanced in the TAC + EMPA group. We then re-analyzed the results from our metabolomic studies and found that the arginine level was significantly reduced in the TAC + EMPA group compared with the TAC group. This led us to consider that the finding of reduced arginine, together with an increased citrulline level, might suggest an enhanced metabolism from arginine to citrulline plus NO, which would be indicative of eNOS activation. Consistent with this notion, the NO level was significantly increased in cardiac tissues of the TAC + EMPA group compared with the TAC group. The studies with an NOS inhibitor, L-NAME, showed that co-administration of this compound enhanced capillary rarefaction and inhibited improvement of cardiac dysfunction in the TAC + EMPA group, indicating that the eNOS/NO axis is crucial for the cardioprotective effects of EMPA. Our results also suggest that NE overload increases ROS and reduces the pAkt signal, thereby inducing endothelial apoptosis, and that butyrate plays a critical role in inhibiting NE-induced ROS production and endothelial apoptosis. Our results suggested that EMPA activates the AKT/eNOS/NO pathway in ECs and that this activation contributes to the inhibition of apoptosis in ECs and maintenance of capillarization in cardiac tissues during LV pressure overload. Previous studies^17,30–32^ showed potential impacts of EMPA on endothelial function, and our study supplements these studies by providing novel insights into the beneficial effects of EMPA on the failing heart.

A recent study by Lopez et al. demonstrated that nNOS in cardiomyocytes increased with EMPA^33^, and cardiomyocyte-specific overexpression of nNOS was previously reported to improve cardiac function during LV pressure overload^34^. Our results and these previous reports indicate the existence of possible NO transduction between non-ECs and ECs, which may mediate their cardioprotective effects. Additional studies are needed to test the potential interaction between the nNOS/NO pathway in cardiomyocytes and the eNOS/NO pathway in endothelial cells.

Although it is well known that SGLT2 inhibitors induce ketogenesis in patients with type 2 diabetes, ketogenesis is not dominant in nondiabetic conditions and may not play an important role in nondiabetic heart failure^35^. Santos-Gallego et al.^28^ analyzed a nondiabetic pig myocardial infarction model and showed that EMPA ameliorated adverse left ventricular remodeling in nondiabetic heart failure by enhancing myocardial energetics through switching toward utilization of ketone body, free fatty acid, and branched-chain amino acid. In our study, EMPA treatment significantly altered circulating hydroxybutyrate levels in the TAC group but not in the Sham group (Fig. 2B). We previously demonstrated that heart failure could promote systemic insulin resistance and glucose intolerance by inducing visceral adipose tissue inflammation^15^, which may influence the effect of EMPA on plasma hydroxybutyrate levels in the TAC + EMPA group. Thus, we believe that SGLT2 inhibitors could exert cardioprotective effects by enhancing ketone utilization in nondiabetic patients with heart failure.

In conclusion, as demonstrated by previous other studies, EMPA activates various cardioprotective pathways, and our findings indicate a critical role of the AKT/eNOS/NO pathway in ECs for the maintenance of capillarization and suppression of pathologies in the failing heart.

## Methods

### Mice

All animal experiments were conducted in compliance with the guidelines which was reviewed by the Institutional Animal Care and Use Committee of Niigata University and this study is approved by the President of Niigata University. The study was carried out in compliance with the ARRIVE guidelines. We used wild-type male mice with a C57BL/6NCrSlc background. Transverse aortic constriction (TAC) was performed in these mice, as previously described^8^, at 9 weeks of age. After TAC, mice were maintained on a normal chow diet (CE-2, Clea, Japan) with or without EMPA (0.03% w/w). With this dose of EMPA, urine volume was significantly increased in the EMPA group, but we found no differences in body weight, renal function, or blood pressure between the Control and EMPA groups. Some groups of mice were fed CE-2 with EMPA for a total of 2 weeks after TAC, and other groups were fed CE-2 with 1.0% citrulline and given a daily intraperitoneal injection of citrulline for a total of 2 weeks (25 mg), starting 2 weeks after TAC. The animals were euthanized 2 weeks after TAC by intraperitoneal barbiturate injection, and tissues were quickly collected for further analyses. In some studies, L-NAME (1 mg/ml; Sigma-Aldrich, N5751) was administered in drinking water 2 weeks after TAC for a total of 2 weeks.

### Physiological analyses

Mice were housed at room temperature (23 to 24 °C). Echocardiography was performed with a Vevo 2100 High Resolution Imaging System 4 weeks after TAC (Visual Sonics Inc.), as previously reported^9,15^. Blood pressure was analyzed with a tail-cuff system, as previously described^36^. Urine was collected by housing mice individually in urine-collection cages for 24 h (KN-645, Natsume), and plasma and urine samples were analyzed by SRL Inc. Cardiac catheterization was performed by Primetech Life Science Laboratory, as previously reported^37^, with the following slight modifications: The sampling rate was 2 kHz, the version of iWorx analytic software was Labscribe4, and a 1.2F catheter from Tsansonic Inc. was used. For the perfusion study of cardiac tissues, a microsphere (Invitrogen F8803, FluoSpheres Carboxylate-Modified Microspheres, 0.1 µm, yellow-green fluorescent [505/515], 2% solids) was used. At euthanasia, cardiac tissues were perfused with normal saline with heparin (10 U/ml; total volume, 10 ml) and then with normal saline (5 ml) with 250 μl of the microsphere. Cardiac tissues were collected and homogenized with a tissue lyser in radioimmunoprecipitation assay (RIPA) lysis buffer (10 mM Tris-hydrochloride [HCl], pH 8, 140 mM sodium chloride [NaCl], 10 mM EDTA, 0.025% sodium azide [NaN3], 1% Triton X-100, 1% deoxycholate, 0.1% sodium dodecyl sulphate [SDS], and 4% protease inhibitor). After centrifuge, supernatant was collected and 200 μl of the solution was analyzed with a Nivo Multimode Microplate Reader (PerkinElmer), according to the manufacturer's instructions, at an excitation and emission of 480 nm and 530 nm, respectively. The relative signal was calculated and adjusted for the protein concentration in the solution.

### Metabolomic analyses

Metabolomic analyses were performed by T.S. and colleagues by capillary electrophoresis/mass spectrometry (CE/TOFMS), as previously described^38^.

### Histological analyses

Cardiac tissue samples were harvested, fixed overnight in 10% formalin, embedded in paraffin and sectioned for immunofluorescence, picrosirius red staining, or hematoxylin–eosin (HE) staining. In some studies, tissues were fixed in OCT compounds (Miles Inc.) and snap-frozen in liquid nitrogen to prepare cryostat sections. Fibrosis was detected with Picrosirius red stain, and 4 fields per section were randomly selected for quantification with the ImageJ system. TUNEL (terminal deoxynucleotidal transferase–mediated biotin–deoxyuridine triphosphate nick-end labeling) was performed according to the manufacturer’s protocol (MEBSTAIN Apoptosis TUNEL Kit Direct, MBL life science, code No.8445) and combined with isolectin GS-IB4 from Griffonia simplicifolia biotin-XX conjugate (Thermo Fisher Scientific, I21414) and Hoechst (Thermo Fisher Scientific, 33,258). In some studies, phospho eNOS (Thermo Fisher Scientific, PA5-105,824) and phospho-AKT1 (Ser473) recombinant rabbit monoclonal antibody (98H9L8; Thermo Fisher Scientific, 700,392) were co-stained with IB4 isolectin and cell membrane was detected with wheat germ agglutinin (WGA) Alexa Fluor 488 conjugate (Thermo Fisher Scientific #W11261). The number of IB4 isolectin-positive vessels was counted, and vascular density was estimated as the number of microvessels relative to the number of cardiomyocytes/cross-sectional area (CSA) (μm^2^), as previously reported^9^. NO production was evaluated by staining with diaminorhodamine-4 M acetoxymethyl ester (DAR-4 M, Goryo Chemical SK1006-01), as previously reported^39^. The secondary antibody for phosphor-eNOS antibody and phospho-AKT1 (Ser473) was goat anti-rabbit IgG H&L (Cy5; abcam, ab97077). For the study with CD31, anti-CD31 antibody (abcam [ab28364], 1:25) was used, followed by a Biotin-SP-AffiniPure Donkey Anti-Rabbit IgG (H + L) antibody (Jackson ImmunoResearch, 711-065-152, 1:50) and Cy5-streptavidin (Invitrogen, 43-4316, 1:50). All primary and secondary antibodies were used at a dilution of 1:50 (unless otherwise mentioned), except for Hoechst, which was used at a dilution of 1:1000. In some studies, reactive oxygen species (ROS) was evaluated with dihydroethidium (DHE) staining (WAKO, 041-28251). Stained sections were photographed with a Biorevo (Keyence Co.) or a confocal microscope (Nicon). For electron microscopy, heart tissue was fixed in 2.5% glutaraldehyde. Grids for electron microscopy were prepared by Mr. Masaaki Nameta at the core electron microscope facility of Niigata University, and electron microscopy was done at the Niigata University Medical Campus with a JEM1400 TEM, as previously reported^40^.

### Cell culture, chemicals and drugs

Human umbilical vein endothelial cells (HUVECs, Lonza) were cultured with Endothelial Cell Growth Medium-2 BulletKit (Lonza), and C2C12 cells (ATCC, CRL1772) were cultured with Dulbecco’s Modified Eagle Medium (DMEM) and differentiated according to the manufacturer’s instruction. Arginine (5 mM for a total of 73 h; Merck A5006), SC79 (AKT activator; 10 μM for a total of 73 h; abcam, ab146428), 3-hydroxybutyrate (3-HB; 10 mM for a total of 73 h; Sigma-Aldritch, 54,920), or DETA NONOate (a NO donor; 100 μM for 73 h; abcam, ab144627) was administered 1 h before norepinephrine (NE) was introduced (10 ng/ml for a total of 72 h; Daiichi Sankyo), and the medium containing these reagents was refreshed every 24 h. For the Western blot study for phosphor AKT detection, HUVECs were serum starved with 0.5% FBS for a total of 4 h; at the start of the starvation, 3-HB (10 mM Sigma-Aldritch, 54920) was added in some plates. One hour after the starvation, NE (10 ng/ml) was added for a total of 3 h. Insulin (HumulinR, Lilly, 100 nmol/l) was administered 10 min before collecting cells.

### Extracellular flux assay

The cellular oxygen consumption rate and extracellular acidification rate were measured with a Seahorse XF extracellular flux analyzer, according to the manufacturer’s instructions (Agilent). For further studies, citrulline (5 mM for 6 h, Merck, C7629) was administered to differentiated C2C12 cells.

### Western blot analysis

Western blot analysis was conducted as described previously^9^. Whole-cell lysates were prepared in RIPA lysis buffer (10 mM Tris-hydrochloride [HCl], pH 8, 140 mM sodium chloride [NaCl], 10 mM EDTA, 0.025% sodium azide [NaN3], 1% Triton X-100, 1% deoxycholate, 0.1% sodium dodecyl sulphate [SDS], and 4% protease inhibitor). The lysates (30 μg) were resolved by the SDS–polyacrylamide gel electrophoresis (PAGE) method, and proteins were transferred to a polyvinylidene fluoride (PVDF) membrane (Millipore). The PVDF membrane was incubated with the primary antibody and then with horseradish peroxidase-conjugated anti-rabbit IgG (Jackson Laboratories). The primary antibodies used for Western blotting (all at 1:1000) were phospho-Akt (Ser473) antibody (Cell Signaling #9271), Akt antibody (Cell Signaling #9272), and β-actin antibody (Cell Signaling, #4967); the secondary antibody (at 1:5000) was Peroxidase AffiniPure Goat Anti-Rabbit IgG (H + L) (Jackson ImmunoResearch, 111-035-003).

### RNA analysis

RNA analysis was conducted as described previously^15^. Total RNA (1 μg) was isolated from cell samples with RNA-Bee (TEL-TEST Inc.). Quantitative PCR was performed by using a Light Cycler 480 (Roche) with the Universal Probe Library and the Light Cycler 480 Probes Master (Roche), according to the manufacturer’s instructions, for all molecules except for the angiogenic form of *Vegfa*, *Vegfa*_*164a*_, which was detected with the SYBR Green real-time PCR Master Mixes (Roche), according to the manufacturer’s instructions. The mouse primers and their sequences were as follows:

*Adgre1*; 5’- GGAGGACTTCTCCAAGCCTATT-3’, 5’- AGGCCTCTCAGACTTCTGCTT-3’.

*Atp5f1a*; 5’-TCCATGCCTCTAACACTCGAC-3’, 5’-GACGTGTCAGCTCCCAGAA-3’,

*Ccl2*; 5’-CATCCACGTGTTGGCTCA-3’, 5’-GATCATCTTGCTGGTGAATGAGT-3’,

*Dnm1*; 5’-GCTAGTCCACGTTTCACCAGA-3’, 5’-TCCATGTGGCAGGGTCAT-3’,

*Fis1*; 5’-AGCTGGTGTCTGTGGAGGAT-3’, 5’-ATTGCGTGCTCTTGGACAC-3’,

*Itgax*; 5’-GAGCCAGAACTTCCCAACTG-3’, 5’-TCAGGAACACGATGTCTTGG-3’,

*Mfn1*; 5’-GTGAGCTTCACCAGTGCAAA-3’, 5’-CACAGTCGAGCAAAAGTAGTGG-3’,

*Mfn2*; 5’-CGAGGCTCTGGATTCACTTC-3’, 5’-CAACCAGCCAGCTTTATTCC-3’,

*Mtnd5*; 5’-AGCATTCGGAAGCATCTTTG-3’, 5’-TTGTGAGGACTGGAATGCTG-3’,

*Ndufa1*; 5’-TGATGGAACGCGATAGACG-3’, 5’-GCCAGGAAAATGCTTCCTTA-3’,

*Opa1*; 5’-ACCAGGAGAAGTAGACTGTGTCAA-3’, 5’-TCTTCAAATAAACGCAGAGGTG-3’, *Ppargc1a*; 5’-TGAAAGGGCCAAACAGAGAG-3’, 5’-GTAAATCACACGGCGCTCTT-3’,

*Ptprc*; 5’-GAGGTGTCTGATGGTGCAAG-3’, 5’-TGTATTCCACTAAAGCCTGATGAA-3’,

*Rplp0*; 5’-GATGCCCAGGGAAGACAG -3’, 5’-ACAATGAAGCATTTTGGATAA-3’,

*Tnf*; 5’-TCTTCTCATTCCTGCTTGTGG-3’, 5’-GGTCTGGGCCATAGAACTGA-3’,

*Vegfa*_*164a*_; 5’-CAGAAAATCACTGTGAGCCTTGTT-3’, 5’-CTTGGCTTGTCACATCTGCAA-3’.

*Irs2*; 5’- TGACTATACCGAGATGGCCTTT -3’, 5’- GAGGTGCCACGATAGGTTGT -3’.

*Pik3r1*; 5’- GACGGCACTTTCCTTGTCC -3’, 5’- TGACTTCGCCGTCTACCAC -3’.

*Ppara*; 5’- CTGAGACCCTCGGGGAAC -3’, 5’- AAACGTCAGTTCACAGGGAAG -3’.

*Ppp1r3a*; 5’- TTGGTTTGTCAAAAGAAGAGGAA -3’, 5’- TCTGGTGCTAGCAATGGTTCT -3’.

*Prkaa2*; 5’- CGACTACATCTGCAAACATGG -3’, 5’- CAGTAATCCACGGCAGACAG -3’.

*Prkab2*; 5’- CGGGAAAGGAGCACAAGAT -3’, 5’- GCTGCCAGGGTACAAACTCT -3’.

*Sorbs1*; 5’- AGAACTCCAGGACCGATGC -3’, 5’- GCGAGTCTTCCCAGATGC -3’.

*Comp*; 5’- CTGCTCCGAGACAGCTACG -3’, 5’- GGGTGAGCATTGCACTCA -3’.

*Egf*; 5’- GGGATGTGGGGGACTTACTAC -3’, 5’- TGGCTCATCACAAGGGTTC -3’.

*Erbb4*; 5’- AATGCTGATGGTGGCAAGA -3’, 5’- CATCACTTTGATGTGTGAATTTCC -3’.

*Spp1*; 5’- CCCGGTGAAAGTGACTGATT -3’, 5’- TTCTTCAGAGGACACAGCATTC -3’.

*Tlr4*; 5’- GGACTCTGATCATGGCACTG -3’, 5’- CTGATCCATGCATTGGTAGGT -3.

In some studies, the magnetic-activated cell sorting (MACS) technique was used to correct CD45-negative and CD31-positive cells, as previously described^41^. For this study, cardiac tissues were minced into small pieces with dissecting scissors and then incubated with 1.2 units/ml of Dispase II (EIDIA, Japan), 2 mg/ml type IV collagenase (Worthington, NJ), and 2 mM CaCl2 in PBS for 45 min at 37℃. Every 15 min, the samples were pipetted to fracture cell clumps and achieve dissociation into single cells. The tissue digestion factors were neutralized by adding DMEM 10% FBS. To eliminate connective tissue and fibers, the samples were passed through a cotton gauze and a nylon cell strainer (70 μm and 40 μm, BD Falcon, NJ, USA). Then, the samples were centrifuged at 300* g* for 5 min and re-suspended in MACS buffer (PBS with 1% FBS and 2 mM EDTA). The magnetic-activated cell sorting (MACS) technique was used to remove CD45^+^ cells from the collected cells, after which CD31^+^ cells were selected. MACS was performed with anti-CD45 and anti-CD31 microbeads. The antibodies purified rat anti-mouse CD45 (BD Pharmingen, Catalog No. 550539) and purified NA/LE rat anti-mouse CD31 (BD Pharmingen, Catalog No. 553369) were used for MACS studies. RNA was extracted from these cells for further studies.

### Fluorescence-activated cell sorting (FACS) analysis

Fresh cardiac samples were harvested from mice and minced into small pieces with dissecting scissors, then incubated with 1.2 u/ml of Dispase (Gibco), 2 mg/ml of type II collagenase (Worthington, NJ), and 1 mM of CaCl2 in PBS for 45 min at 37 °C. The tissue digestion factors were neutralized by adding DMEM (Sigma) containing 20% FBS. To eliminate connective tissue and fibers, the samples were passed through 70-μm nylon cell strainers (Corning). The samples were centrifuged at 500* g* for 5 min, re-suspended in FACS buffer (PBS with 1% FBS and 5 mM EDTA) and incubated with CD31-PE/Cy7 (1/100; Biolegend Catalog No. 102418) and CD45-PE (1/100; Biolegend Catalog No. 103106) antibodies in 100 μl of FACS buffer for 15 min at room temperature. After washing with FACS buffer, samples were used for the experiments described below.

To measure intracellular ROS level, we used CellRox DeepRed (Invitrogen, C10422) according to the manufacturer’s instructions. To count apoptotic cells, we incubated samples with Annexin V—FITC (25:1; BD Bioscience Catalog No. 556419) in 100 μl of Annexin V Binding Buffer (Becton Dickinson and Company [BD]) for 15 min at room temperature and then added 5 times the volume of FACS buffer to stop Annexin V conjugation. To measure phospho-Akt protein expression, we fixed samples with Lyse/Fix buffer (BD) at room temperature for 10 min and then permeabilized them with Perm Buffer II (BD) according to the manufacturer's instructions. Samples were then incubated with Phospho-Akt-Alexa Fluor 488 antibody (1/100; R&D Catalog No. IC7794G) in FACS buffer at room temperature for 30 min, washed and resuspended with FACS buffer. Before samples were loaded into a cell analyzer they were passed through 40-μm nylon cell strainers (Corning). Flow cytometry was performed with a spectral cell analyzer ID7000 (SONY) according to the manufacturer's instructions. Acquired data were analyzed with Flow Jo version 10.7.1 (BD).

### RNA sequencing analysis

Total RNA was isolated from tissue samples with an RNeasy Mini Kit (Qiagen, 74104) and its quality was assessed by using the Agilent 2100 Bioanalyzer with the Agilent RNA6000 pico Kit (Agilent Technologies). The TruSeq Stranded mRNA LT Sample Prep Kit (Illumina) was used to construct 4 libraries, according to the specifications of the manufacturer. Then, these libraries were analyzed on a NextSeq500 with a NextSeq 500/550 High Output Kit v2 (Illumina). TopHat 2 (version 2.0.13) was used for mapping reads to the reference genome (Ensembl GRCm38/mm10) with annotation data downloaded from the Ensembl Asia website (URL https://asia.ensembl.org/). The expression of each transcript was quantified as the number of fragments per kilobase of transcript per million fragments mapped (FPKM), and expression was compared between 3 groups by Cuffdiff (included in Cufflinks version 2.2.1). The gene expression data obtained were deposited in the Gene Expression Omnibus database (GSE157792). Heatmap was generated with R studio (version 1.1, powered by R version 3.5.2). Visualization of functional association networks among differentially expressed genes and GO analysis was performed with STRING (version 10.5, URL https://string-db.org/).

### Enzyme-linked immunosorbent assay

Citrulline was analyzed with a Mouse Citrulline Enzyme-Linked Immunosorbent Assay (ELISA) Kit (MyBioSource, MBS027373) according to the manufacturer's instructions.

### Statistical analysis

Statistical analyses were performed with SPSS version 24 (IBM Corp.). All samples studied were biologically different, and all values were analyzed unless stated otherwise. In some studies, outliers and abnormal values were excluded by boxplot analyses for further analyses; details are described in each figure legend. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS. Data are shown as the mean ± SEM. Differences between groups were examined by a 2-tailed Student’s *t* test or two-way analysis of variance (ANOVA), followed by Tukey’s multiple comparison test, the non-parametric Kruskal Wallis test, or Dunnett’s test for comparisons among more than 2 groups. In all analyses, P < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

# Supplementary material for: Empagliflozin maintains capillarization and improves cardiac function in a murine model of left ventricular pressure overload
**Source:** Sci Rep. 2021 Sep 15;11:18384. doi: 10.1038/s41598-021-97787-2
**Supplement:** Supplementary file 1 — Supplementary Information.

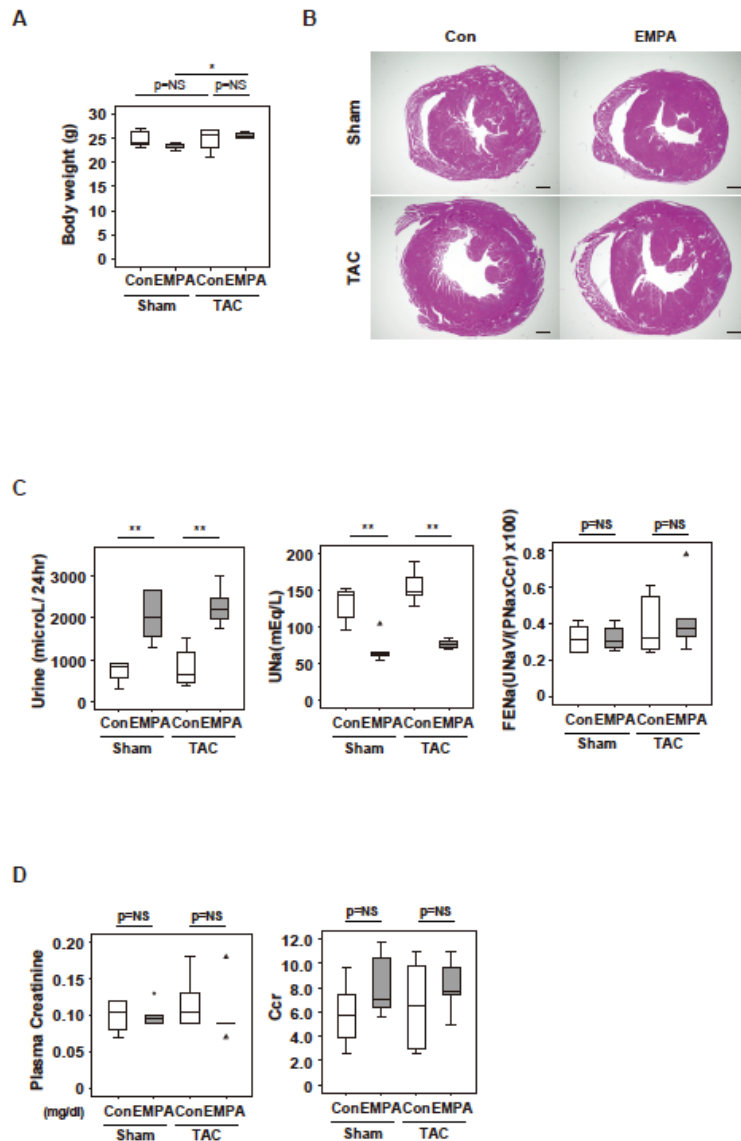

Supplemental Figure 1. Characterization of mice administered empagliflozin (EMPA)

(A, B): Body weight (A; n = 5, 5, 4, 4); HE staining of cardiac tissues (B; scale bar = 500 μ m) of indicated group. (C, D) Urine volume (Urine)(n=6,6,6,6), urine sodium concentration (UNa)(n=6,6,6,6), fractional excretion of sodium (FENa)(n=6,6,6,6)(C), and plasma creatinine(n=6,6,6,6), creatinine clearance (Ccr)(n=6,6,6,6)(D) of indicated mice. Data were analyzed by a 2-way analysis of variance (ANOVA) followed by Tukey's multiple comparison test (A, C(UNa, FENa), D) or by non-parametric Kruskal Wallis test (C(Urine)). * $P < 0.05$, ** $P < 0.01$. Values are shown as the mean $\pm$ SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses nonsignificant, the difference was described as NS.

Supplemental Figure 2. Characterization of metabolites in heart and plasma with empagliflozin (EMPA) administration

(A, B): Level of hydroxyproline (A; left panel; n = 10, 10, 8, 9); and beta-alanine (beta-Ala) and guanosine (B; n = 10, 10, 8, 9) in heart of indicated groups. (A, C): Level of hydroxyproline (A; right panel; n = 5, 5, 4, 4); and acetylcarnitine, 2-aminobutyrate (2AB), nicotinamide, N-acetylglucosamine, and 2'-deoxycytidine (C; n = 5, 5, 4, 4) in plasma of indicated mice. Data were analyzed by a 2-way analysis of variance (ANOVA) followed by Tukey's multiple comparison test (A, B, C). The following were excluded for further analyses: in Sup. Fig. 2A, 1 outlier in TAC+EMPA group (heart) and 1 outlier in Sham+EMPA group (plasma); in Sup. Fig. 2B, 1 outlier in TAC+Con group; in Sup. Fig. 2C, for acetylcarnitine data, 2 abnormal values in Sham+Con group, 1 outlier in Sham+EMPA group; and for 2AB data, 1 abnormal value in Sham+Con group; in Sup. Fig. 2C, 2AB was analyzed by non-parametric Kruskal Wallis test. * $P < 0.05$, ** $P < 0.01$. Values are shown as the mean $\pm$ SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

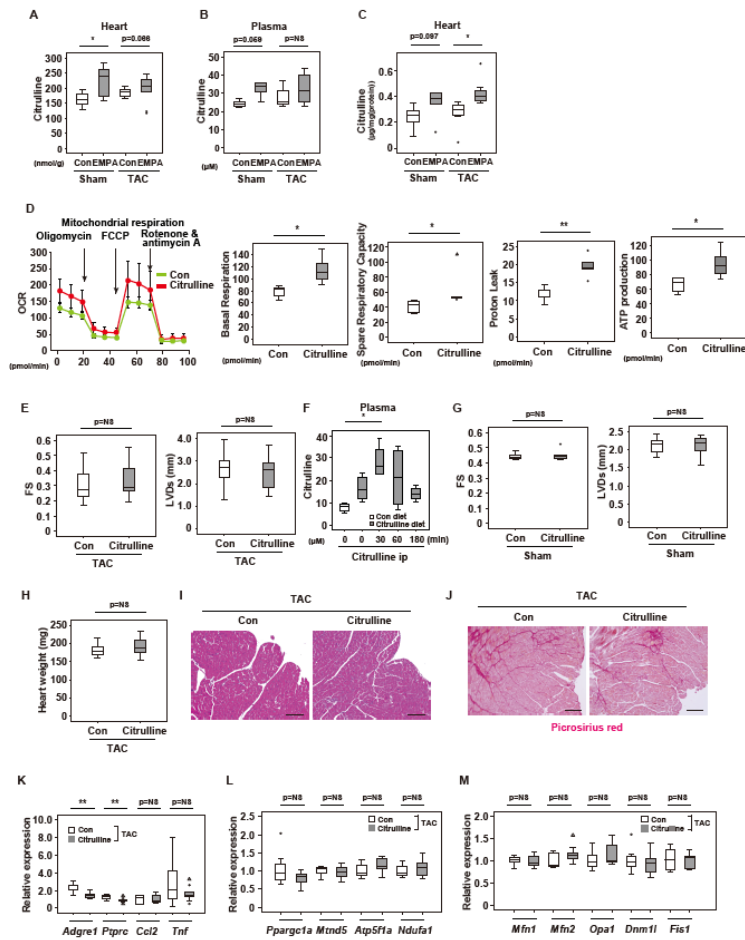

Supplemental Figure 3. Citrulline does not mediate beneficial biological effect of EMPA during LV pressure overload

(A, B): Metabolomic study analyzing citrulline in cardiac tissues (A; $n = 10, 10, 8, 9$) or plasma (B; $n = 5, 5, 4, 4$) of indicated mice. For study in Sup. Fig. 3A, 2 outliers (in the TAC+EMPA group) were excluded by boxplot (SPSS) for further statistical analysis ($n = 10, 10, 8, 7$ were analyzed). (C) ELISA study for citrulline in heart of indicated mice ($n=5,5,7,7$). (D) Evaluation of mitochondrial respiration with the Seahorse extracellular flux analyzer in differentiated C2C12 cells incubated with phosphate-buffered saline or citrulline (5mM, 6 hours; $n = 5, 5$). For analysis of spare respiratory capacity, 1 abnormal value in the citrulline group was excluded for further analysis ($n = 5, 4$ were analyzed). (E) Echocardiographic data analyzing fractional shortening (FS) or left ventricular systolic dimension (LVDs) of mice subjected to TAC or Sham operation with or without (Con) citrulline administration ($n = 25, 27$). (F) ELISA study for citrulline in plasma of mice administrated with control diet or citrulline diet. In some citrulline diet groups, mice were also injected with citrulline intraperitoneally (ip). The time 30, 60, 180 min indicates the time when blood samples were collected after ip administration of citrulline ($n=4,4,4,4,4$). (G) Echocardiographic data analyzing fractional shortening (FS) or left ventricular systolic dimension (LVDs) of indicated mice ($n = 7, 7$). (H) Heart weight of indicated mice ($n = 7, 9$). (I, J): Hematoxylin and eosin (HE) staining (I) or picrosirius red staining (J) of left ventricle (LV) of indicated mice. Scale bar = 100 μ m. (K, L, M): Quantitative PCR of *Adgre1* ($n = 7, 9$), *Ptpcr* (CD45; $n = 7, 9$), *Ccl2* ($n = 7, 9$), and *Tnf* (K; $n = 6, 9$); *Ppargc1a*, *Mtnd5*, *Atp5f1a*, and *Ndufa1* (L; $n = 7, 9$); and *Mfn1*, *Mfn2*, *Opa1*, *Dnm1l*, and *Fis1* (M; $n = 7, 9$) of indicated mice. Data were analyzed by a 2-tailed Student's *t* test (D, E, G, H, K-M) or 2-way ANOVA followed by Tukey's multiple comparison test (A, C, F) or Dunnett's test (B). * $P < 0.05$, ** $P < 0.01$. Values are shown as the mean $\pm$ SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

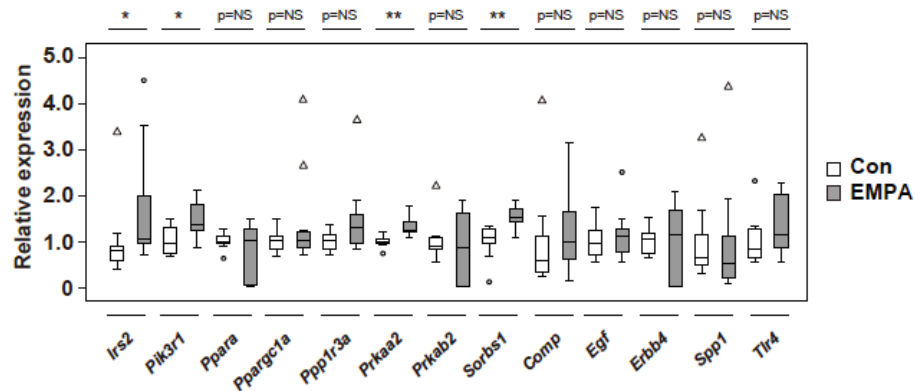

Supplemental Figure 4. Quantitative PCR analyses of insulin-signaling related molecules

Quantitative PCR studies analyzing *Irs2*, *Pik3r1*, *Ppara*, *Ppargc1a*, *Ppp1r3a*, *Prkaa2*, *Prkab2*, *Sorbs1*, *Comp*, *Egf*, *Erbb4*, *Spp1* and *Tlr4* in the cardiac tissues of indicated groups (n=10, 11). 

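This supplementary figure gives relative transcript levels from quantitative PCR, in which a gene's signal is amplified with its own primers, in cardiac tissues of mice after TAC with or without EMPA. The legend counts more mice per group than were sequenced, and does not say whether the sequenced mice are among them. Irs2, Pik3r1 and Ppp1r3a act in insulin signaling or its control of glycogen, Prkaa2 and Prkab2 are subunits of AMPK, and Ppara and Ppargc1a control the transcription of genes of fatty acid oxidation and mitochondria. Comp, Egf, Spp1 and Tlr4 are members of the PI3K-Akt term in the authors' deposited table for higher genes. Erbb4, a receptor of neuregulins, had a mean FPKM of 0.534 over the sequenced libraries, below the minimum of 1 for the test over all genes.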

For this study, cardiac tissues were collected 5 days after the introduction of EMPA at TAC2w, and samples were collected at TAC2w+5days.

Data were analyzed by a 2-tailed Student's *t* test. *P < 0.05, **P < 0.01. Values are shown as the mean ± SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

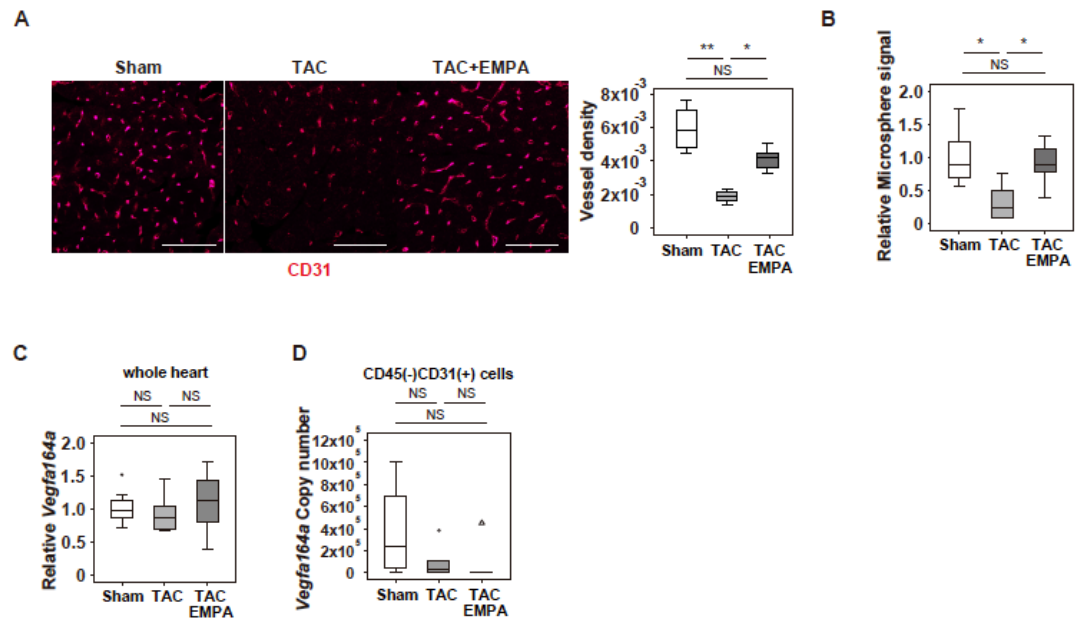

Supplemental Figure 5. A role of angiogenesis and endothelial apoptosis in empagliflozin (EMPA)-induced cardiac protection

(A) Immunofluorescence study for CD31 in cardiac tissues of indicated mice. Right panels indicates quantified data demonstrated as vessel density (estimated as the number of microvessels relative to the number of cardiomyocytes/ cross sectional area (CSA) (μm^2))(n=4,5,5(A), scale bar = 100 μm). (B) Relative microsphere signal from the cardiac tissues of the indicated mice (n=6,6,6). (C) Quantitative polymerase chain reaction (PCR) of *Vegfa164a* in whole heart of indicated group (n = 8, 9, 9). (D) Copy number of *Vegfa164a* in CD45⁻CD31⁺ cells in heart of indicated group (n = 4, 5, 5). Data were analyzed by 2-way analysis of variance (ANOVA) followed by non-parametric Kruskal Wallis test (A), Tukey's multiple comparison test (B, C), Dunnett correction (D). * $P < 0.05$, ** $P < 0.01$. Values are shown as the mean $\pm$ SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

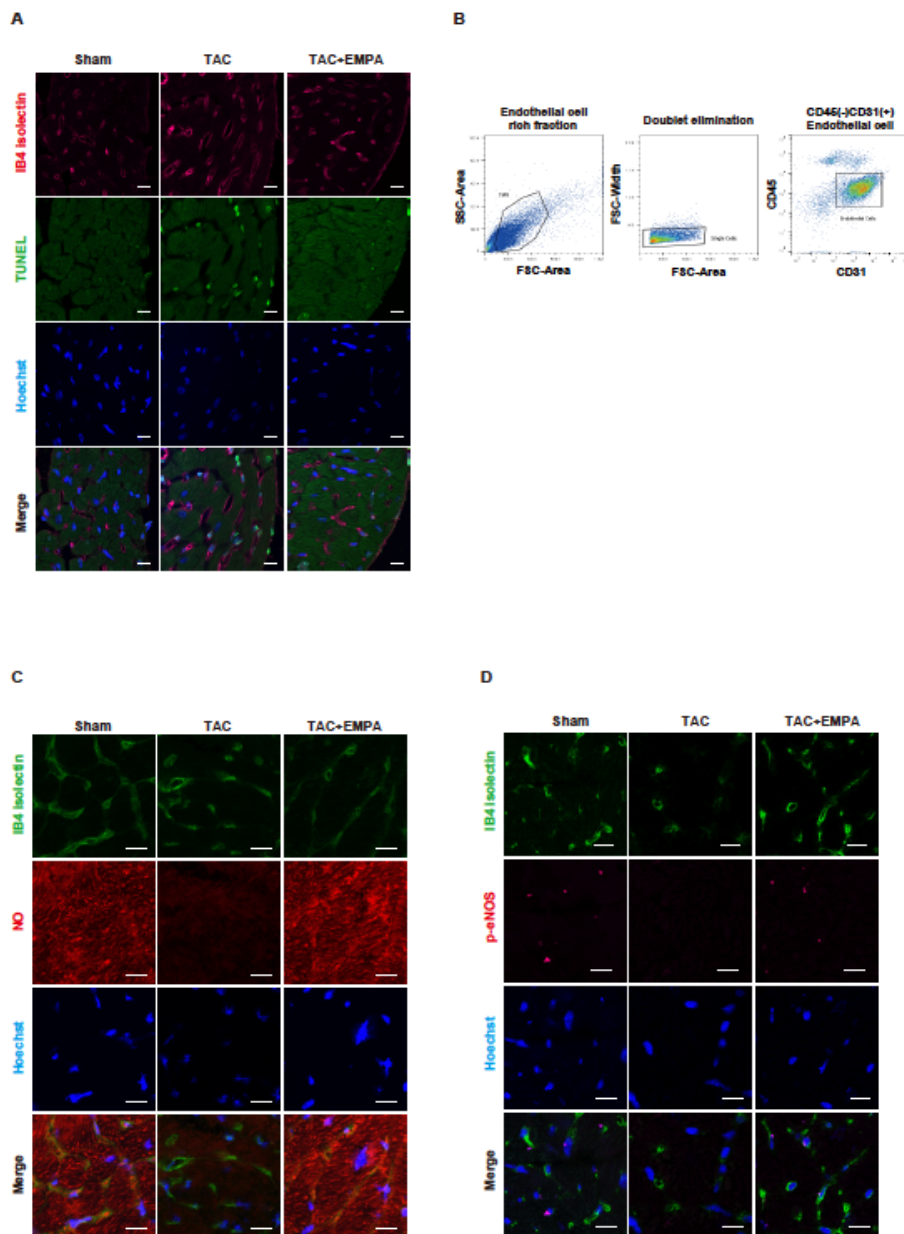

Supplemental Figure 6. Empagliflozin (EMPA) enhances capillarization in left ventricle during pressure overload

(A, C, D): IB4-isolectin staining co-stained with TUNEL (terminal deoxynucleotid transferase-mediated biotin-deoxyuridine triphosphate nick-end labeling) and Hoechst (A; scale bar = 10 μ m); NO and Hoechst (C; scale bar = 10 μ m); p-eNOS and Hoechst (D; scale bar = 10 μ m). (B) Flow-cytometry panels showing the method of gating CD45⁻CD31⁺ endothelial cells[ECs].

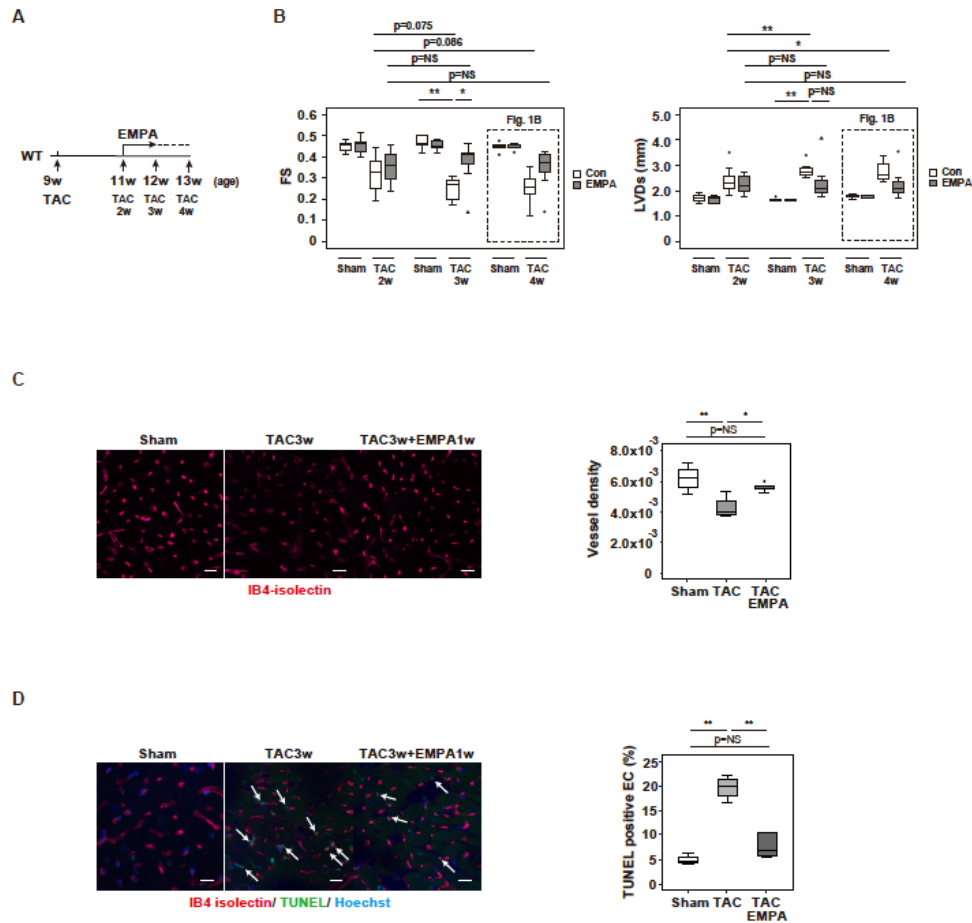

Supplemental Figure 7. Temporal studies with empagliflozin administration

(A) Protocol of empagliflozin (EMPA) administration. At 9 weeks of age, mice were subjected to TAC operation. Two weeks after TAC, some mice were subjected to EMPA administration for totally 1 week and euthanized at 12 weeks of age (3 weeks after TAC operation). (B) Echocardiographic data analyzing fractional shortening (FS) or left ventricular systolic dimension (LVDs) of mice subjected to TAC or Sham operation with or without (Con) administration of empagliflozin (EMPA) ($n = 5, 5, 14, 7$ (for TAC2w studies), $n = 5, 5, 8, 7$ (for TAC3w studies), $n = 5, 5, 8, 7$ (for TAC4w studies) (data for TAC4w are also presented in Fig. 1B). For this study, 1 outlier (in the TAC2w group (Con)) was excluded by boxplot (SPSS) for further statistical analysis. (C) Capillarization of left ventricle (LV) of indicated mice as analyzed with IB4-isolectin staining. Right panel indicates vessel density ($n = 4, 4, 5$). Scale bar = 10 μm . (D) IB4-isolectin staining co-stained with TUNEL and Hoechst (scale bar = 10 μm ; arrow indicates TUNEL-positive endothelial cells [ECs]) Right panel indicates TUNEL positive EC (%) ($n = 4, 4, 5$). Data were analyzed by 2-way analysis of variance (ANOVA) followed by Tukey's multiple comparison test. $*P < 0.05$, $**P < 0.01$. Values are shown as the mean $\pm$ SEM. NS = not significant. Small circle indicates outlier, triangle indicates abnormal value. Analyses were performed with and without these values; when the results of both analyses were nonsignificant, the difference was described as NS.

How the deposited data were processed for this re-analysis (not part of the article)

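The data are RNA sequencing of cardiac tissues from 3 mice of the TAC group and 4 mice of the TAC + EMPA group, taken after 5 days of chow with 0.03% empagliflozin that began 2 weeks after TAC. The paper places TAC at 9 weeks of age, and the sample labels place it at 12 weeks with sampling at 14 weeks. The paper's methods speak of 4 libraries and 3 groups, while the sample labels and the legend of Fig. 3 give 7 libraries in 2 groups, which were used for group and replicate.

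The authors mapped the reads to GRCm38 with TopHat2 2.0.13 and computed the deposited FPKM per gene and library with Cuffdiff of Cufflinks 2.2.1, which scales fragments by transcript length and library size. Its option for scaling between libraries is not stated in the paper's text. The authors' deposited table of 53460 genes also holds the p-value and q-value of Cuffdiff's test between the groups. The authors' deposited tables of enriched terms come from STRING 10.5 and hold, per term, a count of the input genes (numbers of genes, not reads) and a false discovery rate. The input rule written in those tables asks for a group FPKM of at least 2, a log2 fold change of at least 1 in size, 2 standard errors no larger than the mean and a q-value under 0.05. Applied to the deposited values, this rule gave 104 higher and 126 lower genes, and it contained every gene named in the deposited KEGG tables.

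Counts of fragments were not used here, and no model for counts was fitted. The depth was read from single-exon genes, whose low FPKM values lie at multiples of the value of 1 fragment, and the relative depth of the libraries ran from 1 to 2.27. Total numbers of fragments remain unknown, and no counting interval is given. Very abundant genes lost their estimate in some libraries: mt-Nd5 is listed at 0 in TAC replicate 1 and in TAC + EMPA replicates 1, 3 and 4, and such values were not read as absence. Removal of the genes with the status HIDATA or FAIL was run as an alternative. In the table, 26 gene symbols had been turned into dates by a spreadsheet and were restored from the gene ID, and 108 symbols stand for more than 1 gene ID. Positions come from the GENCODE annotation of GRCm38. The kit is stranded, but the paper's text does not say whether strand was used in the counting, so overlapping genes and close paralogs can share fragments.

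The values were transformed to log2(FPKM + 1), genes with a mean FPKM of at least 1 over all libraries were kept (12391), and limma 3.58.1 in R 4.3.3 fitted TAC + EMPA against TAC with a trended prior variance, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. There were 49 lists of pathway genes and cell type markers, fixed before the data were examined, with 779 symbols, of which 6 were matched through another name or the gene ID and 1 was not found. The 39 lists with at least 4 kept genes were tested with camera at a preset correlation of 0.01, adjusted over the 39. With a correlation estimated from the data, no list passed (smallest adjusted p = 0.597). The genes of the study's quantitative PCR panel were also tested one by one with an exact permutation test over all 35 splits of the 7 libraries into groups of 3 and 4. Genes are named by a rule fixed in advance: every gene the paper names for the RNA sequencing or its quantitative PCR panels, the 5 genes of smallest p-value in each direction because none passed the adjusted threshold, up to 4 genes of each list by moderated t, and a set of genes of interest to the paper's question. Genes named in the authors' deposited tables of terms are given as that, and their values had been seen. The results of some genes are not reported here.

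The gene test, camera, the exact test, the reading of fragments and the correction for length were tested on simulated data with known answers. In 5 simulated runs with 100 changed genes of each fold, the gene test also called 9.20 unchanged genes per run. Camera called a list shifted by 0.5 on the log2 scale in 5 of 5 runs. The noise in these runs was independent for each gene, so shifts shared by genes or libraries were not simulated.

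The alternatives covered the pseudocount, the filter on low values, quantile normalization and median centring, the replicate number as a block, library weights (whose estimation stopped before its tolerance), the variance prior, the threshold, the authors' p-values over the genes kept, each library left out in turn, and other list tests. Corrections for transcript length and GC content (loess, span 0.5), removal of genes by status, and removal of TAC replicate 3 together with TAC + EMPA replicate 4 were added after the data had been seen. Principal components were taken from the centred log2 values. Enrichment of terms was not recomputed, since the database behind it is not part of the deposit. Tables were read with Python 3.11.15 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.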

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

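The tests for a wrong label, for liver RNA and for the level of TAC replicates 1 and 2, the corrections for length and GC content, and the other splits behind the gene counts were chosen after the libraries or the result had been seen.

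Single libraries stood apart within the TAC + EMPA group for 8 of 80 genes and lists examined, where chance alone sets apart about 5%, or 4 of 80. The gap to the nearest library, as a share of the range of the 4 libraries, was 0.849 for Ppargc1a and 0.886 for Mfn2 (both high in TAC + EMPA replicate 3), 0.876 for Oxct1 (low in TAC + EMPA replicate 4), 0.844 for the calcium handling list (high in TAC + EMPA replicate 3) and 0.868 for the interferon response list (high in TAC + EMPA replicate 4). It was 0.944 for the mitochondria-related genes of the study, where mt-Nd5 is listed at 0 in every TAC + EMPA library except replicate 2. It was 0.985 for hepatocyte markers and 0.850 for skeletal muscle fiber markers, both high in TAC + EMPA replicate 4.

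Outside the terms that the paper reports from its RNA sequencing, 14 gene lists passed camera at the preset correlation, none of which passed with an estimated correlation (smallest adjusted p = 0.597). The paper studies fibrosis, capillaries, autolysosomes and metabolite levels by other measurements, and discusses adrenergic tone and fuel use from other work. Lower in the TAC + EMPA group, by median log2 fold change and then by the median against TAC replicate 3 alone, were nuclear-encoded oxidative phosphorylation (-0.41, -0.06), interferon response (-0.59, -0.37), endothelial cell markers (-0.72), fibroblast markers (-0.36, -0.29), extracellular matrix (-0.34, -0.17), angiogenesis (-0.54, -0.16) and cell cycle (-0.34, -0.19). Higher were branched-chain amino acid catabolism (0.50, 0.10), the TCA cycle (0.51, 0.02), fatty acid oxidation (0.40, -0.03), autophagy and lysosome (0.22, 0.05), calcium handling (0.49, 0.02), desmosome and intercalated disc (0.82, -0.04) and adrenergic signaling (0.41, -0.01). Correction for transcript length moved the median of oxidative phosphorylation to -0.25 and that of autophagy and lysosome to 0.14, and adrenergic signaling (median 0.39) then had an adjusted p of 0.0637 from camera (0.00180 to 0.604 over the alternatives). Of the 39 lists tested, 18 passed, and 7 of the 35 splits of the libraries gave as many (highest other 20), so chance cannot be excluded for that number.

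TAC replicate 3 lay closer to the TAC + EMPA libraries than to TAC replicates 1 and 2, with a gap between its mean correlations of 0.0387. The gap stayed at 0.0360 after correction for transcript length and at 0.0365 after correction for GC content, which argues against either trend as the whole cause. A wrong label cannot be told apart from a true TAC heart: of 1021 to 1108 genes that part TAC replicates 1 and 2 from 3 TAC + EMPA libraries by over 1 on the log2 scale, TAC replicate 3 lay on the TAC side for 51, 52, 58 and 69 and the held-out TAC + EMPA library (replicates 1 to 4) for 32, 34, 36 and 62. The margin was over 1.5 times in the first 3 sets, and what keeps it open is the last, where the held-out library lay on the TAC side more often than TAC replicate 3 did in the first 3. A milder response to the overload may also account for it and cannot be told apart either, since 16 cardiac stress genes had a median difference of -0.377 between TAC replicate 3 and TAC replicates 1 and 2, with single genes from -1.25 to 1.23.

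The number of genes at an unadjusted p under 0.05 was reached by 1 of 35 splits, the real one (4176, highest other 3454), the smallest share that 35 splits can give. The 5 highest of the 35 splits are those that hold TAC replicates 1 and 2 in the group of 3, so this rank mostly reflects that pair. Among these 5 the real one is the highest (the others gave 3454, 3397, 3084 and 2278 with 1 TAC + EMPA library in place of TAC replicate 3). With 5 splits the smallest share is 1 of 5, so they could not exclude chance whatever the counts. The order of the splits points to a structure of the samples, and the count does not show what EMPA changed.

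Endothelial markers had lower values in the TAC + EMPA group, with 15 of 20 lower at an unadjusted p under 0.05 (Cdh5 at 55.3 ± 3.86, n = 4, against 93.5 ± 26.0, n = 3, SD). Correction for transcript length (-0.69) or GC content (-0.70) left the median nearly as it was. A larger share of cardiomyocyte RNA, with nothing else changed, would lower the markers of other cell types alike. The medians over these libraries argue against that as the whole cause. They cannot exclude a larger share as a part of it, since other cell types may change on their own. The macrophage and the smooth muscle and pericyte medians were also below 0 (-0.12 each). Macrophage markers lay 0.597 above the endothelial median (bootstrap over list members 0.336 to 0.854) and smooth muscle and pericyte markers 0.593 above it (0.334 to 0.820). Fibroblast markers, themselves lower, lay 0.355 above it (0.0685 to 0.505) and decide less. These intervals resample genes and hold no spread between hearts. The ventricular cardiomyocyte markers went both ways by sign (13 higher, 12 lower, median 0.12, adjusted p = 0.283 from camera). At an unadjusted p under 0.05 in limma, however, 11 were higher and 1 was lower. After correction for transcript length their median was 0.20 and the list passed (adjusted p = 0.0117 from camera, 0.000533 to 0.604 over the alternatives). Myh6, one of these markers, is listed at 0 in TAC + EMPA replicate 1. What also stays open is the level of TAC replicates 1 and 2. Against TAC replicate 3 alone the median difference was -0.0754 for endothelial and 0.144 for macrophage markers. The endothelial pattern may thus belong to TAC replicates 1 and 2 as much as to EMPA.

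In TAC + EMPA replicate 4, all 24 detected hepatocyte markers and 16 of 17 skeletal muscle fiber markers (94.1%) were at their highest, including 5 of 5 abundant liver transcripts, with Alb at 26.1 FPKM against 3.62 in the next library and Mylpf at 142 against 8.77. Traces of liver and skeletal muscle RNA in this library are a candidate source, as a hypothesis found on the same data. No biological explanation was tested, since no condition of the design sets this library apart.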

How the results depend on the processing

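The removal of TAC replicate 3 together with TAC + EMPA replicate 4 and the corrections for length and GC content were chosen after the data had been seen. The counts of genes called by limma (0 higher and 0 lower, which 35 of 35 splits reach by construction, with at most 2 higher and 3 lower in the others, so the splits say nothing on chance here) stayed at 0 under the other pseudocounts, the filter at 5, quantile normalization, median centring, the variance prior without trend, both other thresholds, and correction for length or GC content. Without a filter on low values, 2 genes were lower. Library weights gave 3310 higher, 2551 lower and 44 of the 47 genes of the KEGG tables, but 4 of 35 splits gave as many calls with weights (5861 in the real one, up to 8989 in others, which exchange TAC replicate 3 for a TAC + EMPA library and so point to a structure of the samples). The authors' p-values over the genes kept gave 946, 873 and 47. With libraries left out, the counts ranged from 0 to 3761 higher, from 0 to 2957 lower and from 0 to 44 genes of the KEGG tables. Without TAC replicate 3 alone they were 3694, 2930 and 43, and the highest of the other 14 splits of those 6 libraries called 6 genes. Of the 15 splits only the real one sets TAC replicates 1 and 2 alone against the rest, so this contrast reflects that pair. A share of 1 of 15 could not exclude chance whatever the counts. Without TAC replicate 1 the counts of genes were 1 higher and 4 lower, and without TAC replicate 2 they were 3 lower. Without TAC + EMPA replicate 2 there were 2 higher, and without TAC + EMPA replicate 4 there was 1 higher. The 18 lists of camera became 3 with fry (cell cycle, FoxO target genes and angiogenesis) and 0 with an estimated correlation, and stayed within 1.5 times under the other alternatives, though single calls were lost. Cell cycle (0.000246 to 0.597 over the alternatives) had an adjusted p of 0.0573 with library weights, 0.0695 without TAC replicate 3 and 0.0651 without TAC + EMPA replicate 4 as well. Adrenergic signaling (0.00180 to 0.604) had 0.102 with the filter at 5, 0.0569 without TAC replicate 1, 0.0585 without TAC replicate 2, 0.0637 after correction for length and 0.145 with fry. Hepatocyte markers, with no call, passed as lower with the replicate block (adjusted p = 0.00677 from camera, 0.00304 to 0.993 over the alternatives), and with libraries left out their adjusted p ranged from 0.00304 to 0.906. With libraries left out, log2 fold changes ranged from -0.39 to 0.76 for Mup20, from -0.59 to 0.77 for Gc and from -0.57 to 0.61 for Serpina3k. For these, TAC + EMPA replicate 4 sets the direction, and elsewhere the cause was not tested. The replicate numbers did not pair the libraries (correlations of deviations 0.104, 0.0838 and -0.0287), and the block left 0 calls and 2 residual degrees of freedom. The 8 exact permutation calls became 7 or 8 where they were rerun. Without 1 library the smallest exact permutation p is 0.0667 or 0.100, above the threshold, and the block, the weights, the prior and the other thresholds have no counterpart in that test. Alternatives written for a table of group values only were not run, since every library has its value. Depth limits the genes with values of a few fragments.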

Differences from the paper's values

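Removal of TAC replicate 3 together with TAC + EMPA replicate 4 was chosen after the values had been seen. The KEGG terms of Fig. 3 rest on genes that the authors' deposited tables select with a q-value under 0.05 between the groups, while the legend gives a q threshold for the terms. At an adjusted p of 0.05 in limma, 0 of the 47 genes named in the authors' deposited KEGG tables passed, and 45 had an unadjusted p under 0.05. Their direction was fixed by their selection from the same libraries. Of the alternatives set before the data were examined, the authors' p-values over the genes kept called 47, library weights 44 and the fit without TAC replicate 3 43, and the others called none. Without TAC replicate 3 and TAC + EMPA replicate 4, chosen after the values had been seen, limma called 44 and dropped 3. Library weights and the omission of TAC replicate 3 are not named in the paper's methods.

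Fig. 3B, read by eye, gives about 8 genes each for insulin resistance, FoxO signaling, insulin signaling and PI3K-Akt signaling, and the authors' deposited table gives 7, 7, 7 and 6. For the other 3 terms (5, 4 and 4 genes in the authors' deposited table) they match. Fig. 3B names Apoa1, Fabp1, Actn3, Mylpf and Atp2a1 among genes of its enriched terms. In the libraries these were high in TAC + EMPA replicate 4 alone, with Actn3 at 13.5 FPKM there and at most 0.364 in the other 6 libraries, and Atp2a1 at 36.3 and at most 1.18. The input rule written in the authors' deposited table drops 12 higher genes for their standard error, these 5 among them, and 10 of the 12 are highest in TAC + EMPA replicate 4.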

Other observations

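Slc5a2, which encodes SGLT2, the target of empagliflozin, was listed at 0 in all libraries except TAC replicate 1 (0.094 FPKM). Of the mitochondrial dynamics genes, Opa1 and Mfn2, which fuse mitochondria, had log2 fold changes of 1.12 and 0.72 and Mfn1 one of 0.28, while of the fission genes Fis1 had one of -0.51 and Dnm1l one of 0.63, so the fission genes went both ways (adjusted p-values of 0.117, 0.119, 0.183, 0.117 and 0.122 from limma). TAC replicate 3 was again at the level of the TAC + EMPA libraries, with Opa1 at 41.0 FPKM against 12.8 and 12.3 in TAC replicates 1 and 2. By quantitative PCR, the paper reports these mitochondrial dynamics genes, and Adgre1, given next, as similar between its groups. The group sizes there differ from those of the libraries, and that legend does not give the time of sampling. Adgre1, the macrophage marker F4/80, was at 3.37 ± 0.347 (SD, n = 4) against 2.38 ± 0.0985 (SD, n = 3), a log2 fold change of 0.36 (adjusted p = 0.115 from limma), with every TAC + EMPA library above every TAC library. The 14 macrophage markers went both ways (9 lower, 5 higher, median -0.12, adjusted p = 0.456 from camera), with none passing in limma and 2 lower and 1 higher at an unadjusted p under 0.05, and 2 lower and 2 higher by the authors' p-values. C1qc and C1qb had log2 fold changes of -0.51 and -0.42, and Cd163 and Lgals3 of 0.24 and 0.67. Oxct1, an enzyme in the use of ketone bodies, had a log2 fold change of 1.10 (adjusted p = 0.118 from limma). It was at 249 and 219 FPKM in TAC replicates 1 and 2 and at 711 in TAC replicate 3, among the TAC + EMPA libraries (647 to 761). The control genes Rplp0 and Actb had log2 fold changes of -0.09 and -0.68.

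Interferon-stimulated genes were lower against each TAC library. The median log2 difference of 16 genes was -0.40, -0.86 and -0.37 against TAC replicates 1, 2 and 3. Isg15 was at 4.28 ± 1.03 (SD, n = 4) against 10.3 ± 3.34 (SD, n = 3), and Bst2 at 20.0 ± 2.08 (SD, n = 4) against 41.6 ± 11.6 (SD, n = 3). None of the 16 passed in limma, 13 were lower at an unadjusted p under 0.05, 9 were lower by the authors' p-values, and 13 were lower when adjusted over the list alone. Aplnr, the apelin receptor of endothelial cells, was at 6.70 ± 1.57 (SD, n = 4) against 14.1 ± 0.363 (SD, n = 3), and it did not set TAC replicate 3 (13.7) apart from TAC replicates 1 and 2 (14.4 and 14.2). Against TAC replicate 1 alone, the medians of the TCA cycle, fatty acid oxidation, oxidative phosphorylation, calcium handling, desmosome and adrenergic signaling lists were 0.66, 0.52, -0.60, 0.66, 1.13 and 0.56, and each was within 0.06 of 0 against TAC replicate 3. Of the lists that did not pass camera, the cardiac stress and fetal program had a median log2 fold change of 0.10 (adjusted p = 0.793) and nitric oxide and arginine metabolism one of -0.26 (adjusted p = 0.121).

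The closest pair of libraries, TAC + EMPA replicates 1 and 2, differed by a median of 0.0679 on the log2 scale over 501 genes with 1 transcript, where sampling of fragments alone gives 0.0388. The other 5 pairs of TAC + EMPA libraries differed by 0.0984 to 0.159. TAC replicate 3 differed from the TAC + EMPA libraries by 0.117 to 0.132, within that range, and from TAC replicates 1 and 2 by 0.460 and 0.509. Across genes, which are not independent replicates, the difference of the TAC + EMPA mean from TAC replicates 1 and 2 had a Spearman correlation of 0.271 with transcript length and -0.264 with GC content, and the difference from TAC replicate 3 one of 0.0968 and -0.0863.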
